# HJ-4, a novel piperine derivative, inhibits tumor growth and angiogenesis via p53 activation and oncogenic pathway inhibition in colorectal cancer models

**DOI:** 10.1038/s41598-025-18290-6

**Published:** 2025-09-29

**Authors:** Luyao Zhang, Shunfang Liu, Dan Wang, Xingyu Zhang, Zhongke Hu, Xun Zou, Xiuming Li, Xiujun Wang, Dandan Xu, Wei Liu, Bin Liu

**Keywords:** Colorectal cancer (CRC), Piperine derivative, HJ-4, Angiogenesis inhibition, p53-mediated apoptosis, Chicken embryo chorioallantoic membrane (CAM) model, Biological techniques, Cancer, Drug discovery

## Abstract

Colorectal cancer (CRC) remains a major cause of cancer-related mortality worldwide, especially in advanced and metastatic stages where treatment options are limited. HJ-4, a novel piperine derivative, demonstrated strong tumor-selective inhibition. Within safe concentrations (cell viability > 85%), HJ-4 dose-dependently suppressed colony formation and DNA synthesis in CRC cells, showing potent anti-proliferative effects. It also significantly inhibited cell adhesion, wound healing, and invasion, indicating robust anti-migration and anti-invasion properties. In vivo, the CAM model confirmed that HJ-4 reduced both tumor volume and angiogenesis. Mechanistically, HJ-4 activated the p53-dependent apoptosis pathway while suppressing the Wnt/β-catenin axis and E2F transcriptional activity, effectively impeding tumor progression. Overall, HJ-4 exhibits promising tumor specificity and multiple antitumor mechanisms, supporting its potential for clinical development in CRC treatment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-18290-6.

## Introduction

Colorectal cancer (CRC) is the third most commonly diagnosed malignancy and the second leading cause of cancer-related deaths worldwide, accounting for over 900,000 deaths annually^1,2^. Despite advances in diagnostic techniques and therapeutic strategies, the prognosis for patients with advanced or metastatic CRC remains poor, with a five-year survival rate typically below 15%^3^. Current treatment modalities—including surgery, chemotherapy, and targeted therapies—are limited by systemic toxicity, the emergence of drug resistance, and reduced efficacy against metastatic disease. These challenges underscore the urgent need for novel therapeutic agents with improved efficacy, specificity, and tolerability.

The initiation and progression of CRC involve multiple hallmarks of cancer, such as uncontrolled proliferation, evasion of apoptosis, angiogenesis, and metastasis^4^. Among these, the tumor suppressor protein p53 plays a pivotal role in maintaining genomic integrity by regulating cell cycle arrest, DNA repair, and apoptosis^5–7^. However, p53 is frequently mutated or inactivated in CRC, with approximately 50% of cases exhibiting aberrant p53 signaling, contributing to tumor development and treatment resistance^8^. Restoration or activation of p53 function has shown promise as a therapeutic strategy. In parallel, targeting oncogenic pathways such as Wnt/β-catenin^9,10^ and E2F signaling^11^ which drive CRC cell proliferation and metastasis, offers complementary approaches to inhibit tumor progression^12^. Given the complexity of CRC, agents capable of modulating multiple oncogenic pathways are particularly desirable.

Due to the limitations of conventional therapies, natural compounds have attracted significant attention in cancer prevention and treatment for their multi-targeted activities and low toxicity profiles^13^. Piperine, the major bioactive alkaloid from black pepper, has been reported to possess anti-inflammatory, antioxidant, and anti-cancer properties^14,15^. Studies have shown that piperine can inhibit CRC cell proliferation, induce apoptosis, suppress epithelial-mesenchymal transition (EMT), and modulate the gut microenvironment by regulating key pathways such as NF-κB^16^ Wnt/β-catenin, PI3K/Akt/mTOR^17^, and MAPK^18^. Moreover, piperine has been found to enhance the sensitivity of CRC cells to conventional chemotherapeutic agents, suggesting potential as an adjuvant therapy. However, its clinical utility is hampered by limitations such as low potency, poor selectivity, and unfavorable pharmacokinetic properties. Luckily, we discovered that HJ-4, a novel piperine derivative, exhibits superior anti-tumor efficacy compared to piperine in CRC models.

In this study, we report the synthesis and biological evaluation of HJ-4 in CRC, focusing on its ability to inhibit proliferation, migration, invasion, angiogenesis, and tumor growth. Mechanistic investigations were conducted to elucidate the molecular pathways regulated by HJ-4, with particular emphasis on its modulation of p53 signaling and apoptosis pathways. Our findings suggest that HJ-4 is a promising therapeutic candidate for CRC, demonstrating significantly improved potency and selectivity compared to piperine, and offering potential solutions to current challenges in CRC treatment.

## Materials and methods

### General materials and instruments

All reagents and solvents were purchased from commercial suppliers and used as received unless otherwise specified. Analytical-grade solvents were used for synthesis and purification. Thin-layer chromatography (TLC) was performed on silica gel 60 F-254 plates (Merck, Germany) and visualized under UV light (254 nm) or iodine vapor to monitor reactions. Column chromatography was conducted using silica gel (200–300 mesh or 300–400 mesh, Qingdao Marine Chemical Factory, China). The melting point of HJ-4 was determined using an X4 melting point tester (Shanghai Precision Scientific Instrument Co., China).

NMR spectra were acquired using Bruker Avance DRX spectrometers at 500 and 126 MHz with CDCl₃ as the solvent, and tetramethylsilane (TMS) as the internal standard. Chemical shifts (δ) are reported in parts per million (ppm), and coupling constants (*J*) are expressed in Hertz (Hz). High-resolution mass spectrometry (HRMS) was performed using a Thermo Scientific Orbitrap Elite spectrometer. The purity was analyzed by Shimadzu LC20AD high performance liquid chromatography (HPLC) coupled with a diode array detector (DAD) and the Inertsil ODS-3 column (EC-C18, 4.6 mm × 250 mm, 5 μm) with the eluent 77% CH_3_OH in pure water. The analysis process lasted for 20 min with a flow rate of 1.0 mL/min. RNA sequencing libraries were prepared and sequenced using an Illumina NovaSeq platform.

### Synthesis of HJ-4

#### Step 1: hydrolysis of Piperine to intermediate (2)

Piperine (5.85 g, 20.5 mmol) was dissolved in 20 mL of 20% potassium hydroxide (KOH) in ethanol and refluxed at 80 °C for 6 h with constant stirring under nitrogen atmosphere. The reaction mixture was cooled to room temperature, and the solid product was collected by filtration. The solid was dissolved in water, washed with methylene chloride (3 × 20 mL) to remove impurities, and the remaining aqueous phase was gradually acidified with 0.5 M hydrochloric acid (HCl) under stirring until the white precipitate formed. The precipitate was collected by vacuum filtration, washed with cold ethanol, and recrystallized to yield compound (**2**) as a white solid (3.51 g, yield: 78.5%).

#### Step 2: coupling of intermediate (2) with 1-(2-Methoxyphenyl)piperazine

Intermediate (**2**) (0.20 g, 0.916 mmol), EDCI·HCl (0.21 g, 1.1 mmol), HOBt (0.15 g, 1.1 mmol), and triethylamine (0.37 mL, 2.7 mmol) were dissolved in 4 mL of anhydrous dichloromethane under nitrogen. The mixture was stirred for 1 h at room temperature. Subsequently, 1-(2-methoxyphenyl)piperazine (0.21 g, 1.1 mmol) was added dropwise, and the reaction was continued for 2 h. Reaction progress was monitored by TLC. After completion, the solvent was evaporated under reduced pressure, and the crude product was purified by silica gel column chromatography using petroleum ether/ethyl acetate (3:1) as the eluent. HJ-4 was obtained as a white solid (0.21 g, yield: 58.4%). m.p.186.3 ~ 191.5 °C^1^. H NMR (500 MHz, CDCl_3_), δ 7.46 (dd, *J* = 14.6, 9.9 Hz, 1 H), 7.07–7.00 (m, 1 H), 6.99 (d, *J* = 1.6 Hz, 1 H), 6.96–6.86 (m, 4 H), 6.80–6.71 (m, 3 H), 6.45 (d, *J* = 14.6 Hz, 1 H), 5.97 (s, 2 H), 3.89–3.77 (m, 7 H), 3.10–3.04 (m, 4 H) (Fig. S1)^13^. C NMR (126 MHz, CDCl_3_), δ 165.7, 152.4, 148.4, 148.3, 143.2, 140.8, 138.9, 131.0, 125.3, 123.7, 122.7, 121.2, 119.5, 118.6, 111.5, 108.6, 105.8, 101.4, 55.6, 51.3, 50.7, 46.2, 42.4 (Fig. S2). HRMS *m/z*: [M + H]^+^ calcd for C_23_H_25_N_2_O_4_: 393.1809, found 393.1817 (Fig. S3). HPLC purity: 97.5% (Fig. S4).

### Cell lines and culture conditions

Human colorectal cancer cell lines HCT116 and SW480, cervical cancer cell line HeLa, kidney cancer cell line A498, and human renal epithelial cell line 293T were obtained from the American Type Culture Collection (ATCC). All cell lines were authenticated by short tandem repeat (STR) profiling and routinely tested for mycoplasma contamination using a MycoAlert Mycoplasma Detection Kit (Lonza, USA) before use. HCT116 cells were cultured in McCoy’s 5 A medium supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin. SW480 cells were maintained in Iscove’s Modified Dulbecco’s Medium (IMDM) supplemented with 10% FBS and 1% penicillin/streptomycin. HeLa and 293T cells were cultured in high-glucose Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% FBS and 1% penicillin/streptomycin. A498 cells were grown in Minimum Essential Medium (MEM) containing 10% FBS and 1% penicillin/streptomycin. All cells were maintained in a humidified atmosphere of 5% CO₂ at 37 °C. Cells were passaged every 2–3 days using 0.25% trypsin-EDTA (Gibco, USA) and used within 10 passages for all experiments to ensure reproducibility.

### Cell viability assay

HCT116, SW480, A498, HeLa, and 293T cells were seeded into a 96-well plate at a density of 5 × 10³ cells per well. After allowing them to adhere overnight in a 37 °C, 5% CO₂ incubator, the cells were treated with HJ-4 or piperine at concentrations ranging from 3.125 to 100 µM for 24 h. After treatment, 10 µL of MTT solution (5 mg/mL) was added to each well, and the cells were incubated for an additional 4 h at 37 °C to allow for the formation of formazan crystals. Following incubation, the supernatant was carefully removed, and 100 µL of DMSO was added to dissolve the purple crystals. The absorbance at 490 nm was measured using a microplate reader to determine the optical density (OD) of each well. The relative cell viability was calculated by comparing the OD values between the experimental and control groups. The experiment included three replicate wells for each condition, along with untreated controls and blank wells to ensure the reliability of the data.

### Colony formation assay

HCT116 and SW480 cells were seeded in 12-well plates at a density of 500 cells per well and treated with HJ-4 (8, 16, and 32 µM) or piperine (32 µM) for 48 h. After treatment, the medium was replaced with drug-free complete medium, and cells were allowed to grow for 10–14 days. Colonies were fixed with 4% paraformaldehyde for 15 min, stained with 0.1% crystal violet for 30 min, and imaged using a digital scanner. Colonies containing more than 50 cells were manually counted using ImageJ software, and the average colony area was also analyzed.

### EdU incorporation assay

HCT116 and SW480 cells were seeded on coverslips in 24-well plates and treated with HJ-4 or piperine for 24 h. Cells were incubated with 5 µM EdU (Click-iT EdU Imaging Kit, Thermo Fisher Scientific) for 2 h, then fixed in 4% paraformaldehyde and permeabilized with 0.1% Triton X-100. The Click reaction was performed according to the manufacturer’s protocol, and nuclei were counterstained with Hoechst 33,342. Images were captured using a Zeiss LSM 880 confocal microscope, and the percentage of EdU-positive cells was quantified using ImageJ software.

### Adhesion assays

96-well plates were coated with 10 µg/mL human plasma fibronectin in PBS for 2 h at room temperature. After removing the coating solution, wells were blocked with 200 µL PBS containing 1% heat-denatured BSA at 37 °C for 1 h. HCT116 and SW480 cells were resuspended in serum-free medium with HJ-4 or piperine and seeded at 5 × 10^4^ cells/well. After cell attachment, wells were washed with PBS to remove non-adherent cells. MTT solution (100 µL, 0.5 mg/mL) was added and incubated at 37 °C for 4 h. The supernatant was discarded, and 100 µL DMSO was added to dissolve formazan crystals. Absorbance was measured at 490 nm. For parallel analysis, cells were fixed with 4% paraformaldehyde and imaged under a bright-field inverted microscope (10×). Cell coverage was quantified using ImageJ.

### Migration assays

HCT116/SW480 cells were seeded in 6-well plates at a density of 5 × 10⁵ cells per well. After the cells reached approximately 90% confluence, a linear wound was created by vertically drawing a line with a sterile 10 µL pipette tip approximately 800 μm wide along a ruler, perpendicular to the bottom of the plate. After washing with PBS to remove detached cells, the medium was replaced with serum-free medium containing different concentrations of drugs (HJ-4/Piperine). The plate was placed under an inverted fluorescence microscope, and images were captured at 0, 24, and 48 h using a 10× objective lens (3 random fields per well). Image analysis was performed using ImageJ: the images were first converted to 8-bit grayscale, and a fixed threshold (default settings) was applied to identify the wound edges.

### Invasion assays

The Transwell chamber’s base membrane was pre-coated with Matrigel matrix gel, diluted at a 1:8 ratio with pre-chilled serum-free medium, and 100 µL of this solution was added per well and allowed to solidify at 37 °C for 4 h. Drug-pretreated HCT116/SW480 cells (5 × 10^4^ cells in 200 µL serum-free medium) were seeded into the upper chamber, and the lower chamber was filled with 600 µL complete medium containing 10% FBS to serve as the chemotactic induction source. After 24 h of incubation, non-invasive cells in the upper chamber were removed with a cotton swab. The polycarbonate membrane was fixed with 4% paraformaldehyde for 20 min and stained with crystal violet for 15 min. Three random fields (10 × magnification) were selected under an inverted microscope, and the number of invasive cells was automatically counted using ImageJ. The final result was expressed as the percentage of invasion relative to the control group.

### RNA sequencing and transcriptomic analysis

HCT116 cells were treated with HJ-4 (32 µM) or DMSO (control) for 24 h in biological triplicates. Total RNA was extracted using the RNeasy Mini Kit (Qiagen, Germany) according to the manufacturer’s protocol. RNA quality and concentration were assessed using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, USA) and an Agilent 2100 Bioanalyzer (Agilent Technologies, USA). Samples with an RNA integrity number (RIN) ≥ 8.0 were used for library preparation. RNA sequencing libraries were constructed using the TruSeq RNA Sample Preparation Kit v2 (Illumina, USA). Libraries were sequenced on an Illumina NovaSeq 6000 platform to generate 150 bp paired-end reads. Raw sequencing reads were quality-checked using FastQC (v0.11.9) and trimmed with Trimmomatic (v0.39) to remove low-quality bases and adapters. Reads were aligned to the human reference genome (GRCh38) using STAR (v2.7.9a). FeatureCounts (v2.0.1) was used to quantify gene expression levels, and normalization was performed using the transcripts per million (TPM) method. Differentially expressed genes (DEGs) between HJ-4-treated and control groups were identified using the “limma” package in R (v4.1.0) with thresholds of |log₂ fold change| > 1.2 and adjusted *p*-value < 0.05. Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were conducted using the “clusterProfiler” package. Gene set enrichment analysis (GSEA) was performed using the Molecular Signatures Database (MSigDB, v7.5). Pathway visualization was generated using the “enrichplot” and “ggplot2” packages in R. Volcano plots and heatmaps of DEGs were created using “EnhancedVolcano” and “pheatmap” packages, respectively.

### Western blot analysis

HCT116 and SW480 cells were treated with HJ-4 (8, 16, and 32 µM) or piperine (32 µM) for 24 h. After treatment, cells were washed twice with ice-cold phosphate-buffered saline (PBS) and lysed on ice in RIPA buffer (Thermo Fisher Scientific, USA) supplemented with protease inhibitors (Roche, Switzerland) and phosphatase inhibitors (Sigma-Aldrich, USA). Cell lysates were centrifuged at 12,000 × g for 15 min at 4 °C, and the supernatant was collected. Protein concentrations were determined using the BCA Protein Assay Kit (Thermo Fisher Scientific, USA) according to the manufacturer’s protocol. Equal amounts of protein (30–50 µg) were loaded onto 10–12% SDS-polyacrylamide gels, separated by electrophoresis, and transferred to polyvinylidene fluoride (PVDF) membranes (Millipore, USA) using a Bio-Rad wet transfer system at 100 V for 90 min. Membranes were blocked with 5% non-fat milk in TBS-T buffer (Tris-buffered saline containing 0.1% Tween-20) for 1 h at room temperature and incubated overnight at 4 °C with primary antibodies diluted in blocking buffer. The following primary antibodies were used: p53 (Cell Signaling Technology, CST 2524T, 1:1000), BAX (Proteintech, 60267-1-Ig, 1:1000), BCL-2 (Proteintech, 68103-1-Ig, 1:1000), PARP (Santa Cruz Biotechnology, sc-8007, 1:1000), cleaved PARP (Santa Cruz Biotechnology, sc-56196, 1:1000), caspase-3 (Beyotime, AF1213, 1:1000), cleaved caspase-3 (Beyotime, AF1261, 1:1000), and β-actin (Cell Signaling Technology, CST 4970, 1:2000), which served as the loading control. After washing three times with TBS-T, membranes were incubated with HRP-conjugated secondary antibodies (anti-mouse or anti-rabbit, CST 7076 S/7074S, 1:5000) for 1 h at room temperature, followed by three washes with TBS-T. Proteins were detected using an enhanced chemiluminescence (ECL) substrate (Thermo Fisher Scientific, USA), and images were captured using a Bio-Rad ChemiDoc XRS + Imaging System. Band intensities were quantified using ImageJ software, normalized to β-actin, and expressed as fold changes relative to the control group.

### Immunofluorescence assays

After HCT116 and SW480 cells were seeded onto glass coverslips, they were treated with HJ-4 (8, 16, 32 µM) and piperine (32 µM) for 24 h, respectively. After treatment, the cells were fixed with 4% paraformaldehyde at room temperature for 15 min, permeabilized with 0.1% Triton X-100 for 10 min to enhance membrane permeability, and then blocked with 5% BSA for 1 h to prevent nonspecific binding. The cells were incubated overnight at 4 °C with primary antibodies against p53 and BAX. Following this, corresponding species-specific Alexa Fluor secondary antibodies were applied and incubated at room temperature for 1 h in the dark. Finally, the cell nuclei were stained with DAPI for 5 min. After mounting with anti-fade mounting medium, samples were analyzed using a fluorescence microscope with multiple channels for image acquisition. Image overlay analysis was performed using ImageJ software. The untreated group was set as a negative control, and the experiment was repeated three times to verify the reliability of the results.

### YO-PRO-1/PI staining

HCT116 cells were seeded onto sterile cover slips placed in a 6-well plate and incubated overnight at 37 °C in a 5% CO₂ incubator to allow cell attachment. After attachment, different concentrations of HJ-4 (e.g., 8, 16, 32 µM) were added for 24 h. Following treatment, the culture medium was discarded, and cells were gently washed three times with pre-warmed PBS to remove any residual drug. After PBS removal, 1 µM YO-PRO-1 and 5 µg/mL propidium iodide (PI) were added as a mixed staining solution to each well, and cells were stained for 30 min at 37 °C in the dark. After staining, cells were washed again with PBS to remove excess dye, and the cover slips were inverted onto slides. Images were captured using a fluorescence microscope equipped with dual-channel filters, and the images were analyzed using ImageJ software to calculate the apoptosis/necrosis ratio for each treatment group.

### Chicken embryo chorioallantoic membrane (CAM) model

This study utilized the chicken embryo chorioallantoic membrane (CAM) model to evaluate the anti-tumor and anti-angiogenic effects of HJ-4. Fertilized eggs were obtained from Wufeng Poultry Farm in Tongling City, Anhui Province, China, and incubated at 37 °C with 50% humidity until the seventh day of embryonic development (E7). The eggs were opened at the air sac end (approximately 1.5 cm in diameter) using sterile techniques to expose the CAM. Tumor spheroids derived from HCT116 and SW480 colon cancer cell lines (prepared by adding 1 × 10⁶ cells to 50 µL of matrigel) were implanted into the vascular-rich regions of the CAM. Subsequently, HJ-4 (8, 16, 32 µM) or the positive control piperine (32 µM) was applied locally to the tumor site daily for 7 days. Tumor tissues were excised, weighed using an analytical balance, and morphological characteristics were recorded. Additionally, the number of tertiary blood vessels radiating in a 2 mm radius around the tumor was quantified to assess the anti-angiogenic effect. All procedures strictly followed the guidelines of the Biological Ethics Committee of Jiangsu Ocean University, and the egg windows were kept sealed throughout the experiment to ensure embryo survival. Each group consisted of six biological replicates to ensure data reliability.

### Statistical analysis

Data are presented as mean ± standard deviation (SD) from at least three independent experiments. Statistical comparisons between groups were performed using one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test for multiple comparisons or Student’s t-test for two-group comparisons. *p*-values < 0.05 were considered statistically significant. All analyses were performed using GraphPad Prism 9.0 and R software.

## Results

### Synthesis of HJ-4

Synthetic approach to HJ-4 is concise and described in Fig. 1. Initially, hydrolysis of the known natural product piperine with KOH afforded the corresponding carboxylic acid intermediate (**2**). Then EDCI-HOBt mediated condensation of **2** with the commercially available amine 1-(2-methoxyphenyl)piperazine successfully furnished the new amide HJ-4.

**Fig. 1:**
Synthetic approach to HJ-4. Reagents and conditions: (**a**) KOH, EtOH, reflux; (**b**) 1-(2-methoxyphenyl)piperazine, 3-(((ethylimino)methylene)amino)-*N*,*N*-dimethylpropan-1-amine hydrochloride (EDCI·HCl), 1-hydroxybenzotriazole (HOBt), Et_3_N, dichloromethane, rt.

### In vitro antitumor activity of HJ-4

Human renal epithelial cells (293T) were used as a non-tumorigenic control to evaluate the in vitro antitumor activity of HJ-4 across a panel of cancer cell lines, including renal (A498), cervical (HeLa), and colorectal (HCT116 and SW480) cancer cells. Cell viability was assessed using the MTT assay, and results showed that HJ-4 significantly inhibited the growth of these cancer cells. Notably, HJ-4 exhibited a markedly lower IC_50_ value in HCT116 cells compared to piperine (HJ-4: IC_50_ = 15.82 ± 0.19 µM; piperine: IC_50_ = 41.51 ± 1.17 µM), demonstrating superior efficacy (Fig. 2A). To evaluate tumor selectivity, the cytotoxicity of HJ-4 was compared in normal 293T cells. The results indicated that HJ-4 exhibited minimal cytotoxicity in 293T cells, comparable to that observed with piperine (Fig. 2B). This suggests that HJ-4 preferentially targets tumor cells while sparing normal cells. Based on these findings and preliminary dose-response experiments, 8 µM was selected as the starting concentration for subsequent cellular assays. This concentration produced detectable biological effects in both colorectal cancer cell lines, making it suitable for mechanistic studies. The antiproliferative effect of HJ-4 was further examined using a colony formation assay. Compared with untreated controls and piperine-treated cells, HJ-4 significantly reduced both the number and size of colonies formed by HCT116 and SW480 cells (Fig. 2C and D). Additionally, EdU incorporation assays were performed to evaluate the effect of HJ-4 on DNA synthesis. HJ-4 treatment led to a concentration-dependent reduction in EdU-positive cells, indicating its ability to inhibit DNA replication (Fig. 2E and G). Quantitative analysis confirmed that HJ-4 exerted significantly stronger inhibitory effects than piperine (Fig. 2F and H). Collectively, these findings identify HJ-4 as a potent inhibitor of tumor cell proliferation with high tumor selectivity, making it a promising candidate for further mechanistic studies.

**Fig. 2:**
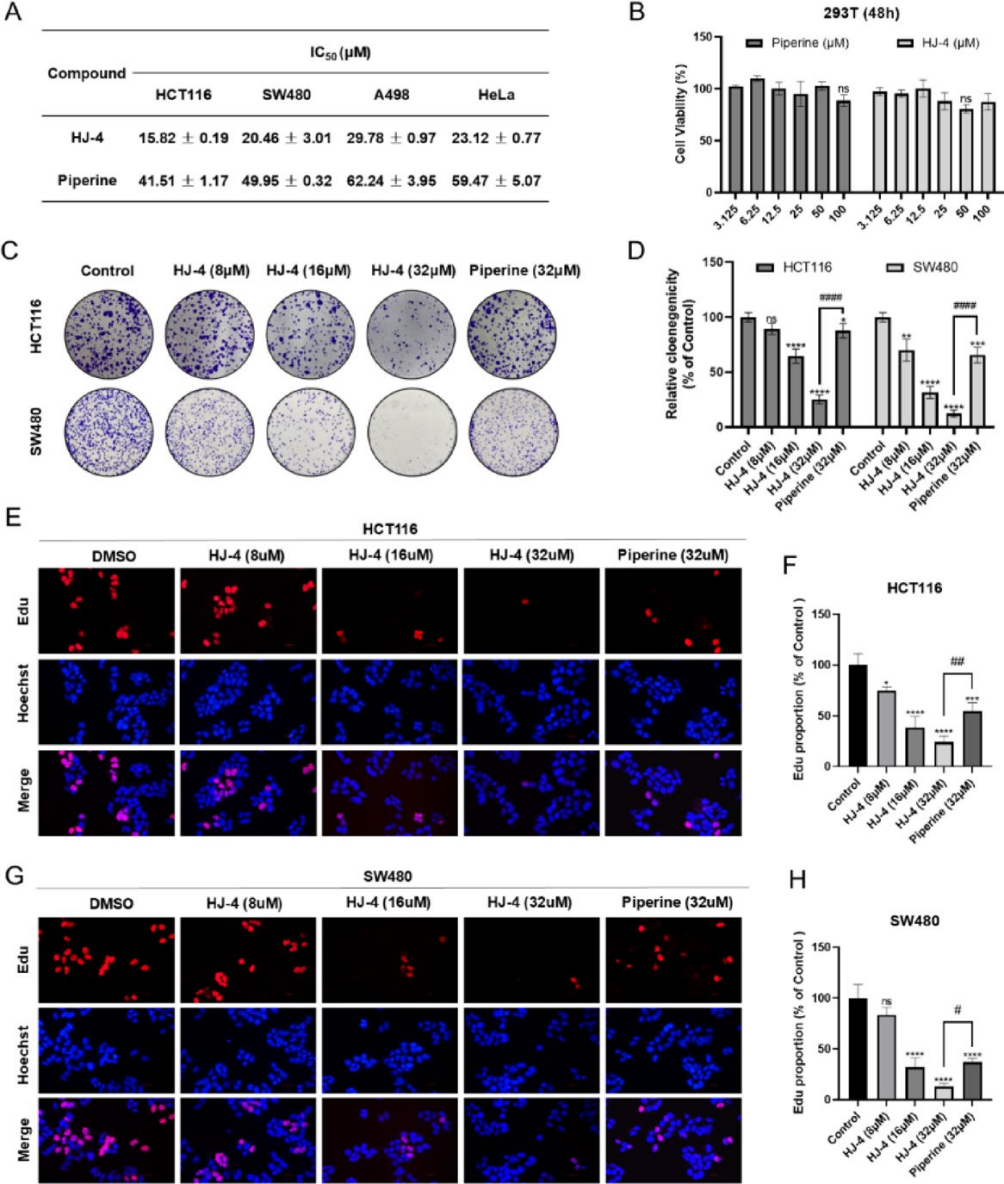
Evaluation of the in vitro antitumor activity of HJ-4. (**A**) IC_50_ values of HJ-4 and piperine in HCT116, SW480, A498, and HeLa cells after 24 h treatment with gradient concentrations. Compared to piperine, HJ-4 exhibited significantly enhanced efficacy, particularly in HCT116 cells (HJ-4: IC_50_ = 15.82 ± 0.19 µM; piperine: IC_50_ = 41.51 ± 1.17 µM). (**B**) Cell viability of 293T cells treated with HJ-4 or piperine (3.125–100 µM) for 24 h. Both compounds showed comparable cytotoxicity in 293T cells, highlighting the tumor selectivity of HJ-4. (**C**–**D**) Colony formation assays in HCT116 and SW480 cells treated with HJ-4 (8–32 µM) or piperine (32 µM). Representative images (**C**) and quantification (**D**) demonstrate a marked reduction in colony formation upon HJ-4 treatment compared to piperine or untreated controls. (**E**,** G**) EdU incorporation assays in HCT116 (**E**) and SW480 (**G**) cells treated with HJ-4 (8–32 µM) or piperine (32 µM). (**F**,** H**) Representative images show decreased EdU-positive cells following HJ-4 treatment, consistent with inhibition of DNA synthesis. Scale bar = 100 μm. Quantitative analysis confirmed statistically significant differences. Data are presented as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001, ####*p* < 0.0001.

### HJ-4 inhibits adhesion, migration and invasion of colon cancer cells

Adhesion, migration, and invasion assays were performed in colon cancer cell lines HCT116 and SW480 to evaluate the anti-metastatic effects of HJ-4. In the cell adhesion assays, HJ-4 significantly inhibited the adhesion of both HCT116 and SW480 cells in a dose-dependent manner. As shown in Fig. 3A, higher concentrations of HJ-4 (16 µM and 32 µM) exhibited markedly stronger inhibitory effects than piperine. Quantitative analysis confirmed these results, demonstrating significant adhesion inhibition by HJ-4 at all tested concentrations (Fig. 3B). These findings were further supported by scratch wound healing assays. In HCT116 cells, HJ-4 inhibited cell migration in a dose-dependent fashion, with significantly greater efficacy than piperine (Fig. 3C and D). Similar results were observed in SW480 cells (Fig. 3E and F). Additionally, transwell invasion assays revealed a potent anti-invasion effect of HJ-4. At 8 µM, HJ-4 significantly reduced the number of invading cells, with activity comparable to that of 32 µM piperine. At higher concentrations, HJ-4 exhibited significantly greater inhibition of invasion than piperine (Fig. 3G and H). Collectively, these results indicate that HJ-4 is a potent inhibitor of colon cancer cell adhesion, migration, and invasion, with superior efficacy compared to piperine, underscoring its potential as a promising anti-metastatic agent.

**Fig. 3:**
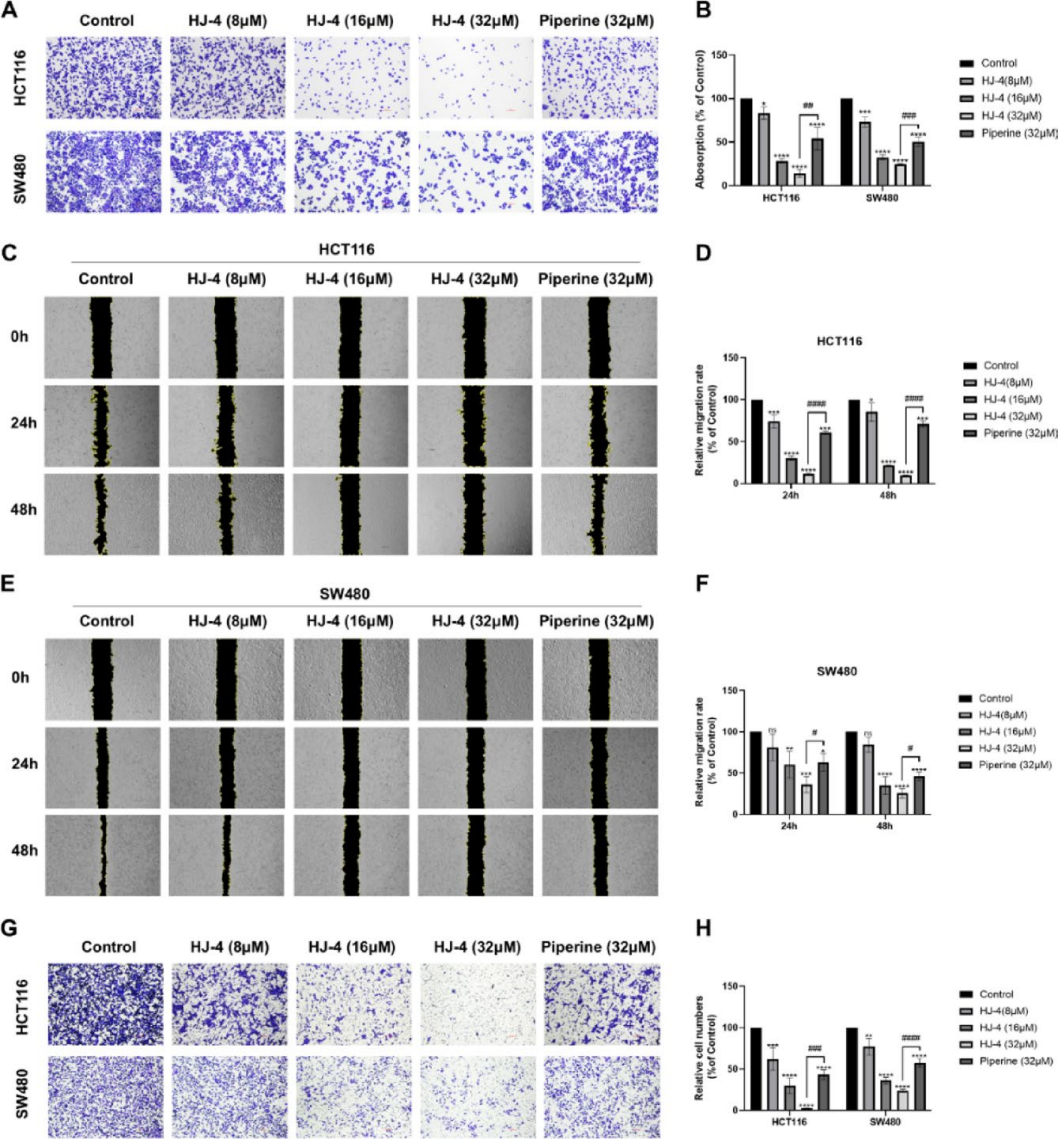
Effects of HJ-4 on adhesion, migration and invasion of HCT116 and SW480 cells. (**A**–**B**) Cell adhesion assay. (**A**) Representative images showed dose-dependent inhibition of cell adhesion by HJ-4 (8 µM, 16 µM, and 32 µM) compared to piperine (32 µM). (**B**) Quantitative analysis of cell adhesion. (**C**–**F**) Scratch-wound healing assay. (**C**,** E**) Representative images of wound healing in HCT116 (**C**) and SW480 (**E**) cells treated with HJ-4 (8–32 µM) or piperine (32 µM) at 0, 24, and 48 h. (**D**,** F**) Quantitative analysis showed that HJ-4 exhibited dose-dependent migration inhibition, which far exceeded the effect of piperine. (**G**–**H**) Transwell invasion assay. (**G**) Representative images show reduced invasion of HCT116 and SW480 cells treated with HJ-4 (8–32 µM) or piperine (32 µM). (**H**) Quantitative analysis demonstrates that HJ-4 at 8 µM achieves invasion inhibition comparable to 32 µM piperine and exhibits greater efficacy at higher concentrations. Data are presented as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001, ####*p* < 0.0001.

### HJ-4 potently inhibits angiogenesis and tumor growth in colon cancer models

To evaluate the anti-angiogenic and anti-tumor activities of HJ-4, we employed the chick embryo chorioallantoic membrane (CAM) model based on the following considerations: (1) The CAM model is simple to operate, time-efficient, cost-effective, and subject to minimal ethical restrictions, making it suitable for the preliminary screening of novel compounds; (2) its rich vascular network allows for intuitive observation of tumor growth and angiogenesis; (3) our laboratory has established a well-optimized CAM assay system with strong technical feasibility.

Representative images (Fig. 4A) show that HJ-4 significantly inhibited the formation of vascular-like structures in a dose-dependent manner. As the concentration increased, the construction of the vascular network was progressively disrupted. Quantitative analysis further confirmed that HJ-4 exhibited markedly stronger anti-angiogenic effects than piperine. At higher concentrations, HJ-4 suppressed angiogenesis induced by both cell lines to less than 50% of the control levels (Fig. 4B and C), indicating its potent inhibitory effect on tumor-driven neovascularization. In the CAM xenograft model, representative images (Fig. 4D and F) demonstrate that HJ-4 significantly suppressed tumor growth. Quantification of tumor weight (Fig. 4E and G) revealed that HJ-4 inhibited tumor volume in a dose-dependent manner and was effective across all tested concentrations. Notably, at 32 µM, tumor weight was reduced by more than 70% compared to the control group, with superior efficacy to piperine at the same concentration. HJ-4 simultaneously inhibited tumor growth and angiogenesis, as evidenced by the significant reduction in vessel branching and vascular density observed in the CAM model, highlighting its potential for synergistic anticancer effects. Taken together, these results demonstrate the potent anti-angiogenic and anti-tumor properties of HJ-4, supporting its potential as a promising candidate for colorectal cancer therapy.

**Fig. 4:**
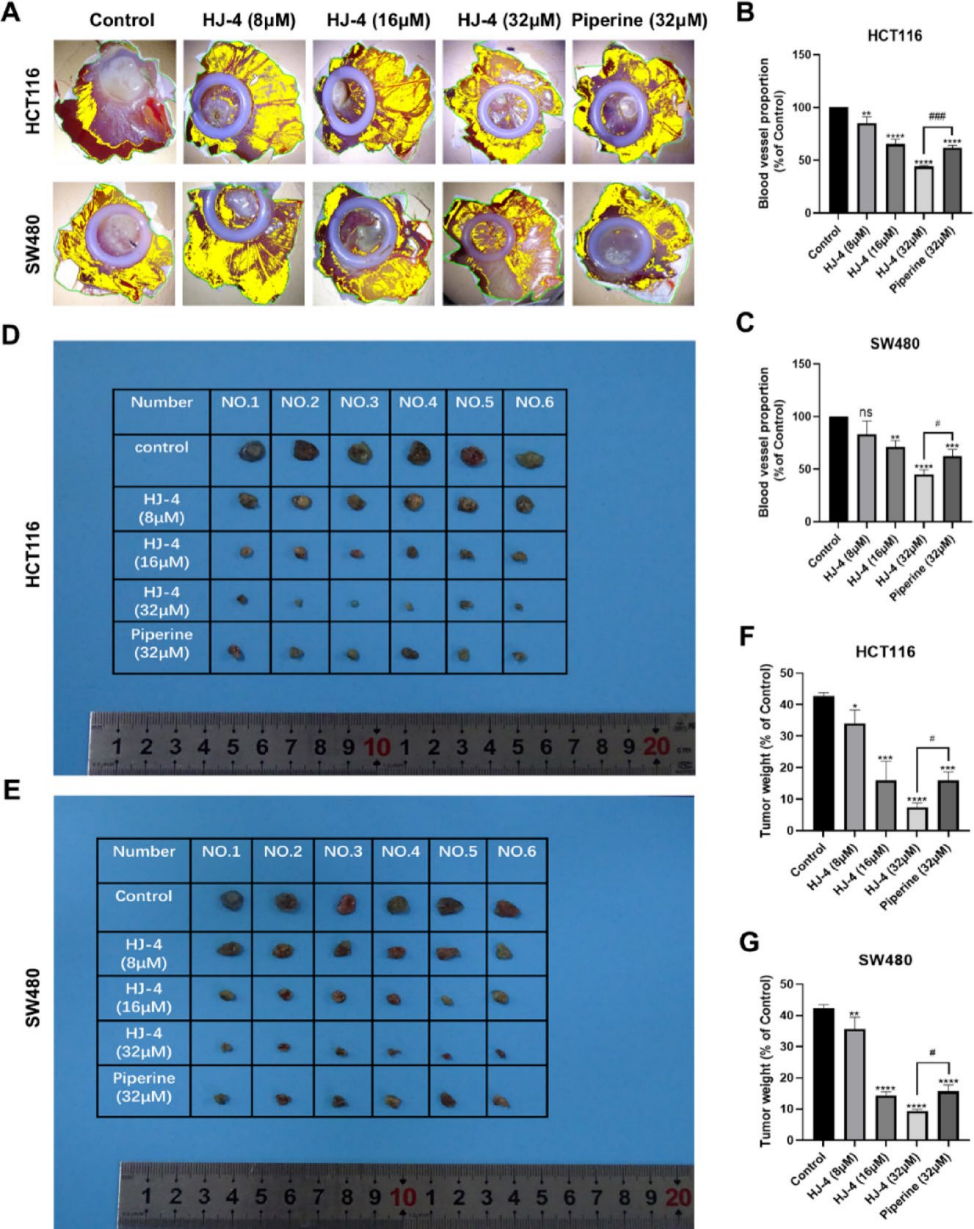
HJ-4 suppresses angiogenesis and tumor growth in colon cancer models. Colon cancer spheroids derived from HCT116 and SW480 cells were implanted into the vascular-rich region of the CAM. HJ-4 (8, 16, and 32 µM) or the positive control Piperine (32 µM) was topically applied to the tumor area daily for 7 consecutive days. Tumors were then excised, weighed, and vascular-like structures were recorded. (**A**) Representative images of vascular-like structures formed after treatment with HJ-4 (8, 16, 32 µM) or Piperine (32 µM). (**B**–**C**) Quantitative analysis of vascular-like structure formation in HCT116 (**B**) and SW480 (**C**) cells. HJ-4 significantly inhibited angiogenesis in a dose-dependent manner compared to the control group. Data are presented as mean ± SD (*n* = 3). (**D**–**E**) Representative images of xenograft tumors derived from HCT116 (**D**) and SW480 (**E**) cells treated with HJ-4 or Piperine. (**F**–**G**) Quantitative analysis of tumor weights in HCT116 (**F**) and SW480 (**G**) xenograft models. HJ-4 significantly reduced tumor weight in a dose-dependent manner and demonstrated greater efficacy than Piperine at 32 µM. Data are presented as mean ± SD (*n* = 6). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001, ####*p* < 0.0001.

### HJ-4 induces apoptosis via activation of p53 signaling in colon cancer cells

To elucidate the molecular mechanisms underlying the antitumor effects of HJ-4, transcriptomic and protein expression analyses were performed. 

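For the transcriptomic part, RNA was sequenced from HCT116 cells, an established human colorectal carcinoma line, treated for 24 h with HJ-4 or with the vehicle DMSO. Counts from 2 DMSO and 2 HJ-4 libraries were analysed. The paper's methods describe biological triplicates, and nothing in the sample labels says that the 2 libraries of a condition came from separate cultures. The p-values of single genes therefore measure the spread between these libraries, which may be technical. Those of camera, the test of gene lists, with a preset correlation compare the genes of a list with the other genes, not libraries with libraries. The HJ-4 dose is 32 µM in the paper's methods and in the sample labels, and 16 µM in the legend of Fig. 5. The authors' table gives whole-number counts for 20263 Ensembl gene IDs. Total counts were 31120459 and 29769568 in the DMSO libraries and 34359889 and 33762230 in the HJ-4 libraries. The paper's methods name STAR, GRCh38, featureCounts and TPM normalization, whereas the submitters' processing notes name HISAT2, bedtools and RSEM. Which of these made the counts, and whether strand was used, is not given in the sources used here, so that reads of overlapping genes on opposite strands may not be told apart. The counts were scaled by TMM, and the 14044 genes kept by edgeR's filterByExpr were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Fold changes are HJ-4 over DMSO, levels are TMM-scaled CPM, and the standard error of a log2 fold change was derived from its F statistic. Where camera was run with an estimated correlation, it had few residual degrees of freedom, with 2 libraries per condition. A list that did not pass it is therefore left undecided by that version of the test. In simulated counts for this comparison, the test recovered 100 of 100 genes planted at a log2 fold change of 2 in size and 75 of 100 planted at 1. Those rates may overstate the power reached here. At an unadjusted p under 0.05 in edgeR, 214 genes had an absolute log2 fold change over 1, and 7 genes passed an adjusted p of 0.05. Libraries of a condition differed by more than sampling noise (chi-square per degree of freedom 37.6 between the DMSO libraries and 22.7 between the HJ-4 libraries), so none was taken for another library of its condition deposited again. This does not show that they came from separate cultures.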

Transcriptome analysis identified a total of 257 differentially expressed genes, among which pro-apoptotic genes—such as PUMA (also known as BBC3)—were significantly upregulated (Fig. 5A and B). 

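BBC3, which encodes the pro-apoptotic BH3-only protein PUMA, rose in HCT116 cells treated with HJ-4. Its level was 21.3 ± 2.14 CPM (SD, n = 2) with DMSO and 92.7 ± 2.57 CPM (SD, n = 2) with HJ-4. This is a log2 fold change of 2.12 (standard error 0.11, adjusted p = 0.032 from edgeR's quasi-likelihood test). The transcription factor gene ATF5, a target of the integrated stress response, rose from 3.09 to 14.6 CPM, the sialyltransferase gene ST6GAL1 from 5.92 to 22.1 CPM, and TMEM250 from 7.92 to 34.7 CPM. ARRDC4, a gene of the arrestin family, fell from 371 to 63.7 CPM, a log2 fold change of -2.54 (standard error 0.11, adjusted p = 0.032 from edgeR). In all, 7 of the 14044 genes passed an adjusted p of 0.05 in edgeR, 6 higher and 1 lower, and all 7 had an absolute log2 fold change over 1.2. At an unadjusted p under 0.05 and the same fold threshold, 79 genes were higher and 61 lower. Outside the adjusted threshold, the cystine transporter gene SLC7A11 had a log2 fold change of 1.42 (adjusted p = 0.057 from edgeR). HSPA1B, an inducible heat shock gene that may share reads with its near-identical copy HSPA1A, had a log2 fold change of -1.06 (adjusted p = 0.063 from edgeR). BBC3 lies on chromosome 19 of GRCh38 from 47220822 to 47232766. ATF5 lies on the same chromosome from 49928702 to 49933935, where it overlaps NUP62 and IL4I1 on the opposite strand in GENCODE v44.
The same test called 87 genes without DMSO replicate 1, 33 without DMSO replicate 2, and 0 without HJ-4 replicate 1 or without HJ-4 replicate 2 (181 and 190 at an unadjusted p under 0.05 and the fold threshold, with BBC3 at a log2 fold change of 2.13 and 2.08), while DESeq2 called 570 genes on all 4 libraries, 51 of them past the fold threshold. Of genes with a mean of at least 5 CPM, 33 had HJ-4 libraries over 1 on the log2 scale away from the DMSO libraries. All 7 genes that passed in edgeR are among them. The other ways to part the libraries 2 against 2 gave 20 and 28 genes with such a gap. For gaps of 0.5 to 1 the counts were 205 against 47 and 42. Of the 33 genes, those outside the gene lists include ZNF24, ST6GAL1 and TMEM250. For them a long 3' UTR counted in some libraries and not in others stays open as an explanation.

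**Figure D1:**
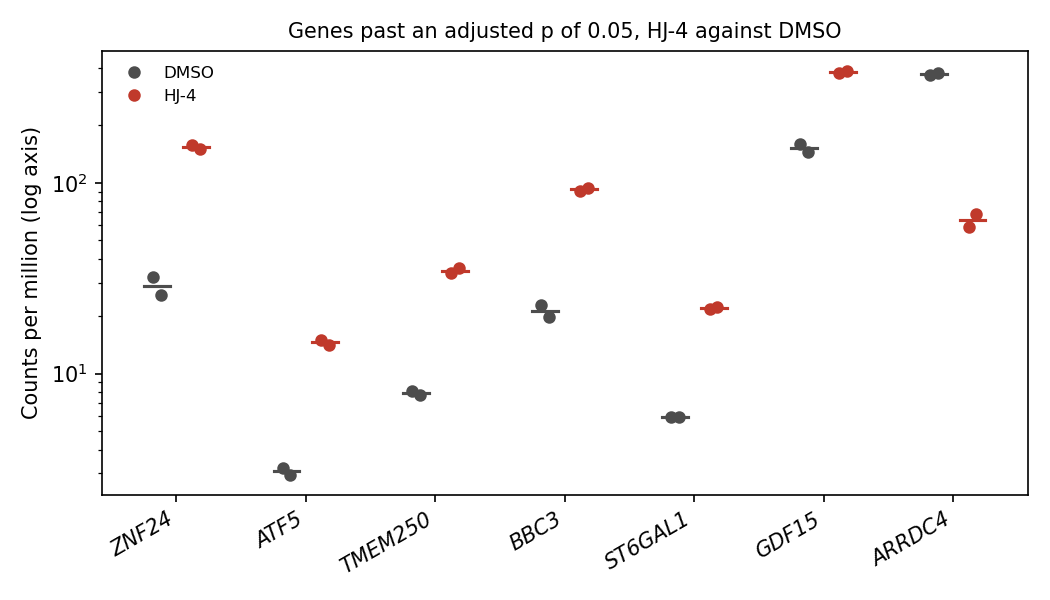
CPM (log axis) of the 7 genes past an adjusted p of 0.05 in edgeR, in each DMSO and HJ-4 library. Points are libraries and horizontal lines are group means, and BBC3 lies between 19.8 and 22.8 with DMSO and between 90.9 and 94.5 with HJ-4.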

Gene Set Enrichment Analysis (GSEA) revealed that HJ-4 markedly activated the p53 signaling pathway (NES = 1.55, *p* = 0.0017) and the apoptosis pathway (NES = 1.61, *p* = 0.0017), while simultaneously inhibiting multiple oncogenic pathways, including E2F target genes (NES = - 2.00, *p* = 0.0025) and Wnt/β-catenin signaling (NES = -1.70, *p* = 0.0067) (Fig. 5C and D). 

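Genes that p53 activates were higher as a group with HJ-4, and E2F target genes, which drive entry into S phase, were lower. Of 60 tested p53 targets, 47 had a positive log2 fold change, with a median of 0.24 (camera, adjusted p = 3.7e-08, and adjusted p = 0.44 with an estimated correlation). BBC3 and GDF15 were called higher and none was called lower by edgeR over all genes, and 15 were higher and 1 lower when adjusted over the list alone. Of 49 E2F targets outside DNA replication, 42 had a negative log2 fold change, with a median of -0.24 (camera, adjusted p = 1.5e-08, and adjusted p = 0.33 with an estimated correlation). Among them, the cyclin E2 gene CCNE2 had a log2 fold change of -1.31, E2F2 of -0.78 and the thymidine kinase gene TK1 of -0.70. By edgeR 0 of the 49 passed over all genes, and 12 were lower when adjusted over the list alone. There were 23 lower and 1 higher at an unadjusted p under 0.05, and DESeq2 called 11 lower.
Targets of Wnt/β-catenin signaling were also lower as a group. Of 29 tested, 20 had a negative log2 fold change, with a median of -0.20 (camera, adjusted p = 0.0076, and adjusted p = 0.48 with an estimated correlation). The transcription factor gene SOX4 had a log2 fold change of -0.70, AXIN2, a feedback inhibitor of the pathway, of -0.74, and the urokinase receptor gene PLAUR of 0.48. None passed over all genes by edgeR, and 2 were higher and 3 lower when adjusted over the list alone. Without adjustment 2 were higher and 9 lower at a p under 0.05, and DESeq2 called 2 higher and 2 lower. Without DMSO replicate 1 the adjusted p of the Wnt targets was 0.12 and their median -0.10.
The 35 pro-apoptotic genes tested did not pass as a group (median log2 fold change 0.05, camera adjusted p = 0.12). They passed with DESeq2 statistics (adjusted p = 0.0025). With an estimated correlation, limma-voom, fry and fgsea they did not (adjusted p = 0.48, 0.086, 0.12 and 0.19). Their median was 0.01 without HJ-4 replicate 2 and 0.08 without DMSO replicate 2. Of these, 21 had a positive log2 fold change, BBC3 alone was called by edgeR over all genes, and 3 were higher when adjusted over the list alone. The death receptor genes FAS and TNFRSF10B had log2 fold changes of 0.77 and 0.57 (adjusted p = 0.16 and 0.12 from edgeR). The lists are not the MSigDB sets of Fig. 5D, which were not used here. From its GSEA, the paper concludes that HJ-4 activates p53 signaling and apoptosis and inhibits the E2F and Wnt/β-catenin pathways.

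**Figure D2:**
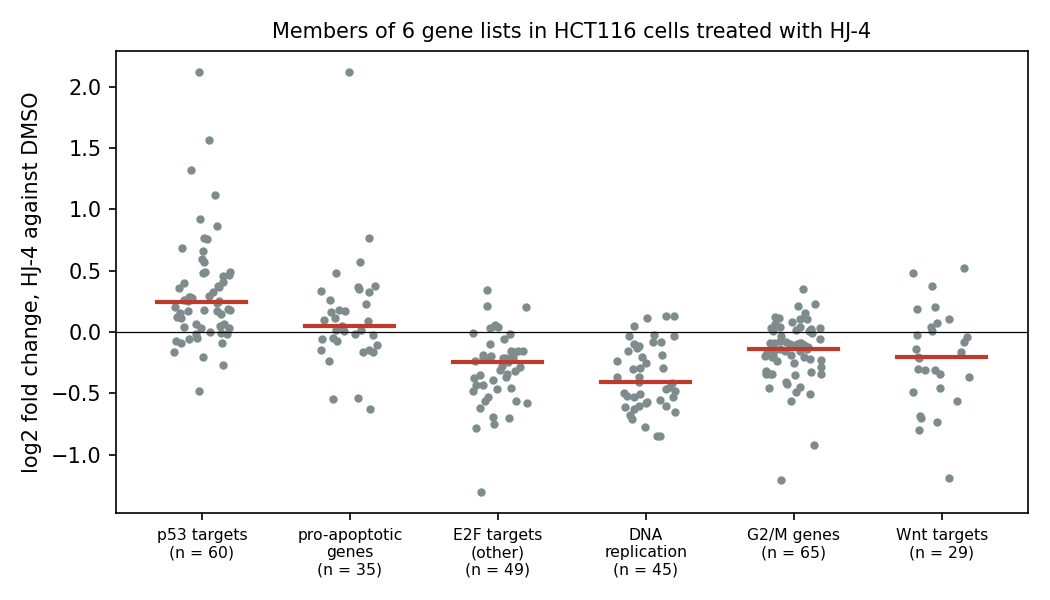
Log2 fold change (HJ-4 against DMSO) of each tested member of 6 gene lists. Points are genes and horizontal lines are list medians, which lie at 0.24 for the p53 targets, -0.24 for the other E2F targets, -0.41 for DNA replication and -0.20 for the Wnt targets.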

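Among the p53 targets, LIF, CDKN1A, GADD45A and PMAIP1 had positive fold changes in HJ-4-treated HCT116 cells that did not pass the adjusted threshold, and the HJ-4 libraries lay on both sides of the DMSO libraries for MDM2. The cytokine gene LIF had a log2 fold change of 0.86 (standard error 0.08, adjusted p = 0.073 from edgeR's quasi-likelihood test). CDKN1A, the gene of the cell cycle inhibitor p21, was at 255 CPM with DMSO and 412 CPM with HJ-4, and both HJ-4 libraries lay above both DMSO libraries (log2 fold change 0.69, standard error 0.14, adjusted p = 0.17 from edgeR). GADD45A and PMAIP1, the gene of the BH3-only protein NOXA, had log2 fold changes of 0.49 and 0.48 (adjusted p = 0.20 and 0.24 from edgeR). MDM2, whose product degrades p53, was at 145 and 54.4 CPM in the DMSO libraries and at 43.7 and 171 CPM in the HJ-4 libraries (log2 fold change 0.11, standard error 0.75, adjusted p = 0.96 from edgeR). CDKN1A, GADD45A, PMAIP1 and MDM2 were chosen after their values were seen. In all, 27 of the 60 p53 targets were higher and 1 was lower at an unadjusted p under 0.05, and DESeq2 called 13 higher and 0 lower.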

Pathway enrichment analysis further confirmed sustained activation of the p53 pathway in the HJ-4-treated group (Fig. 5E), underscoring its central role in cell fate regulation. Additionally, genes associated with DNA replication—such as GDF15, BBC3(PUMA), SESN2, TERF2IP, and ZNF24—were significantly upregulated, suggesting that HJ-4 may exert its antitumor effects in part through a p53-mediated DNA damage response. Moreover, Gene Ontology (GO) enrichment analysis comprehensively characterized the cellular activity changes following HJ-4 treatment across three dimensions: biological processes (BP), molecular functions (MF), and cellular components (CC). In addition to classical apoptosis pathways, processes such as cellular stress response, chromatin remodeling, and nuclear chromatin binding were significantly enriched (Fig. 5F and H), further supporting the multifaceted role of HJ-4 in regulating cellular behavior.

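GDF15 and ZNF24 rose with HJ-4, as did BBC3, and SESN2 and TERF2IP had positive fold changes that did not pass the adjusted threshold. GDF15, a stress-induced cytokine gene, was at 152 ± 10.5 CPM (SD, n = 2) with DMSO and 380 ± 7.36 CPM (SD, n = 2) with HJ-4. This is a log2 fold change of 1.32 (standard error 0.09, adjusted p = 0.046 from edgeR's quasi-likelihood test). The zinc finger gene ZNF24 was at 28.9 ± 4.40 CPM (SD, n = 2) with DMSO and 155 ± 5.65 CPM (SD, n = 2) with HJ-4, a log2 fold change of 2.42 (standard error 0.13, adjusted p = 0.032 from edgeR). The 3' UTR of ZNF24 is 5005 bases long, and its being counted in some libraries and not in others stays open as an explanation. SESN2, which encodes the stress-induced protein sestrin 2, had a log2 fold change of 1.12 (standard error 0.13, adjusted p = 0.086 from edgeR). TERF2IP, the gene of the telomere protein RAP1, had a log2 fold change of 1.20 (standard error 0.12, adjusted p = 0.079 from edgeR). For each of these genes both HJ-4 libraries lay above both DMSO libraries. Of 45 genes of DNA damage kinases and repair, TERF2IP among them, 27 had a negative log2 fold change, with a median of -0.10 (camera, adjusted p = 0.23), which was -0.0051 without DMSO replicate 2 and -0.03 without HJ-4 replicate 2. GDF15 lies on chromosome 19 of GRCh38 from 18374731 to 18389176, ZNF24 on chromosome 18 from 35332227 to 35345482, and SESN2 on chromosome 1 from 28259518 to 28282491. TERF2IP lies on chromosome 16 from 75647773 to 75761872 in GENCODE v44, a span that overlaps KARS1 on the opposite strand.
The adjusted p of GDF15 was 0.24 without HJ-4 replicate 1, 0.21 without HJ-4 replicate 2 and 0.050 with total counts in place of TMM, and that of ZNF24 was 0.19 and 0.14 without those replicates. Without them the log2 fold change was 1.32 and 1.29 for GDF15 and 2.37 and 2.44 for ZNF24. SESN2 and TERF2IP passed with DESeq2 (adjusted p = 1.1e-10 and 1.9e-12) and without DMSO replicate 1 (adjusted p = 0.031 for both).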

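Targets of the integrated stress response and genes of ER chaperones and the unfolded protein response were higher as groups with HJ-4, and chromatin remodelling genes did not pass as a group. Of 52 tested targets of the integrated stress response, which ATF4 and CHOP drive, 47 had a positive log2 fold change, with a median of 0.52 (camera, adjusted p = 1.8e-15, and adjusted p = 0.35 with an estimated correlation). ATF5 was called by edgeR over all genes, and 30 were higher and 0 lower when adjusted over the list alone. Without adjustment 36 were higher and 0 lower at a p under 0.05, and DESeq2 called 26 higher and 0 lower. The pseudokinase gene TRIB3 had a log2 fold change of 1.02 and the asparagine synthetase gene ASNS of 0.81 (adjusted p = 0.079 for both from edgeR). Of 39 ER chaperone and unfolded protein response genes, 33 had a positive log2 fold change, with a median of 0.18 (camera, adjusted p = 4.2e-05, and adjusted p = 0.46 with an estimated correlation). By edgeR 0 passed over all genes or adjusted over the list alone, 9 were higher and 0 lower at an unadjusted p under 0.05, and DESeq2 called 4 higher. HERPUD1, a gene of ER-associated degradation, had a log2 fold change of 0.81 (adjusted p = 0.16 from edgeR). Without HJ-4 replicate 1 the median of the ER chaperone and unfolded protein response genes was 0.12.
Of 64 genes of chromatin remodelling complexes, 41 had a negative log2 fold change, with a median of -0.04 (camera, adjusted p = 0.19), which was -0.07 without HJ-4 replicate 2. By edgeR 0 passed over all genes or adjusted over the list alone, 1 was higher and 6 lower at an unadjusted p under 0.05, and DESeq2 called 1 higher and 3 lower. PBRM1, a subunit of the PBAF complex, had a log2 fold change of 0.65, and the histone methyltransferase genes EZH2 and KMT2A had -0.34 and -0.46.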

**Fig. 5:**
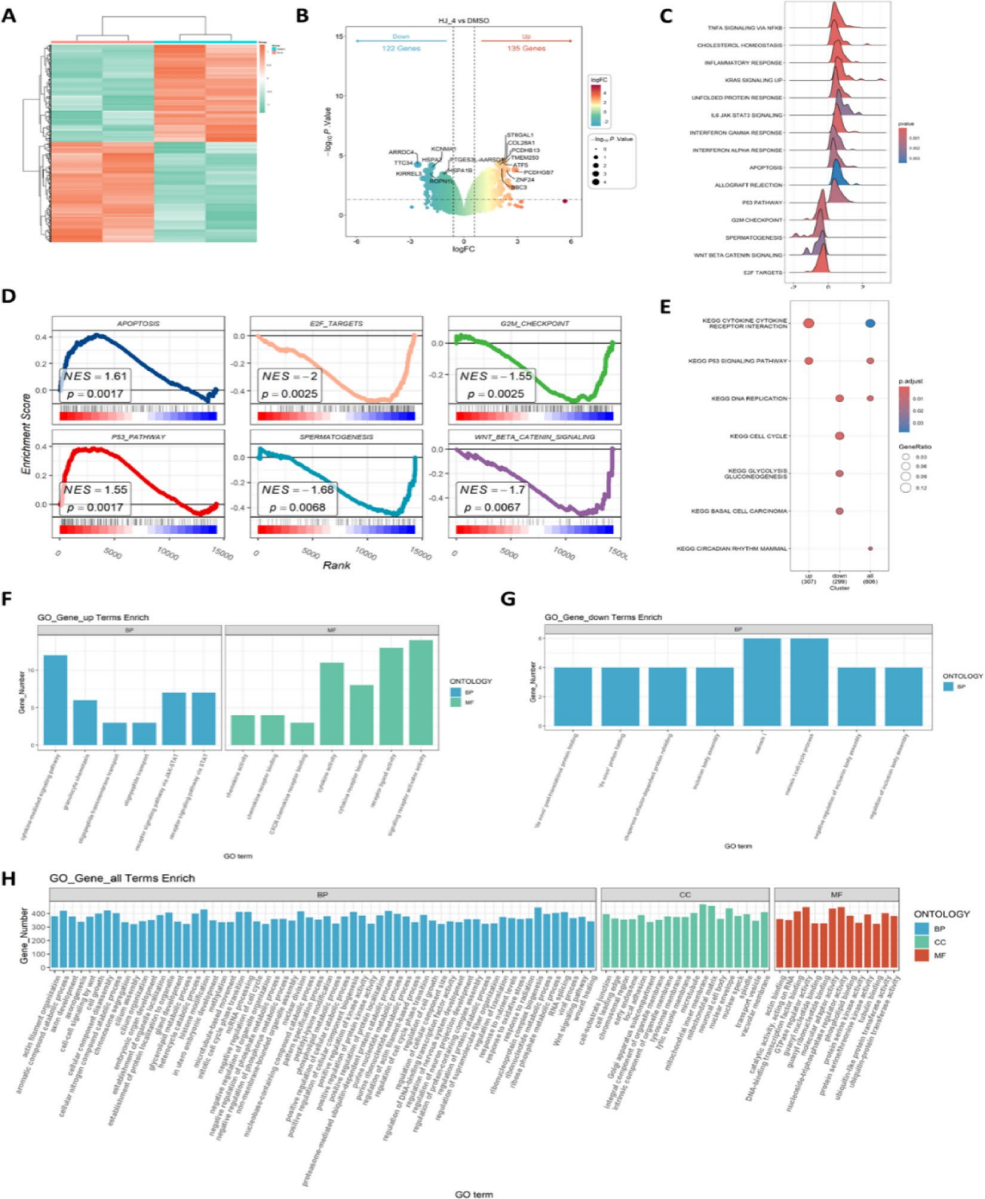
Transcriptomic analysis of HCT116 cells treated with HJ-4, emphasizing the activation of p53 signaling and apoptosis pathways. (**A**–**B**) Heat map (**A**) and volcano map (**B**) of differentially expressed genes in HCT116 cells treated with HJ-4 (16 µM). A total of 257 differentially expressed genes were screened compared with the control group, among which pro-apoptotic genes (e.g., PUMA, also known as BBC3) were significantly up-regulated (*p* < 0.05, |log2-fold change| > 1.2). (**C**) Ridge plot reveals the enrichment of p53 signaling, apoptosis and cell cycle regulation pathways. (**D**) GSEA plots. Positive enrichment of p53 signaling (NES = 1.55, *p* = 0.0017) and apoptosis pathways (NES = 1.61, *p* = 0.0017) indicates activation of tumor suppressive mechanisms by HJ-4. Negative enrichment of E2F targets (NES = -2.00, *p* = 0.0025) and Wnt/β-catenin signaling (NES = -1.70, *p* = 0.0067) reveals inhibition of oncogenic pathways. (**E**) KEGG pathway analysis of differentially expressed genes. Significant pathways include p53 signaling, DNA replication, and cell cycle regulation, underscoring HJ-4’s dual role in promoting apoptosis and suppressing proliferation. (**F**–**G**) GO enrichment analysis of up-regulated (**F**) and down-regulated (**G**) genes. Up-regulated genes were associated with apoptosis and stress response, while the down-regulated genes were involved in mitotic spindle organization and chromatin regulation. (**H**) Comprehensive GO analysis of all differentially expressed genes in the ontology, including biological process (BP), molecular function (MF), and cell component (CC). The bar chart highlights the regulation of pathways involved in apoptosis and nuclear tissue.

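Genes of DNA replication were lower as a group in HCT116 cells treated with HJ-4. Of 45 tested, 41 had a negative log2 fold change, with a median of -0.41 (camera, adjusted p = 6.2e-12, and adjusted p = 0.33 with an estimated correlation). ORC1, a subunit of the origin recognition complex, was at 25.9 ± 1.54 CPM (SD, n = 2) with DMSO and 14.4 ± 0.23 CPM (SD, n = 2) with HJ-4 (log2 fold change -0.85, standard error 0.10, adjusted p = 0.098 from edgeR's quasi-likelihood test). The flap endonuclease gene FEN1 had a log2 fold change of -0.84, the primase gene PRIM1 of -0.71 and the DNA polymerase epsilon gene POLE of -0.61. By edgeR 0 passed over all genes, and 20 were lower and 0 higher when adjusted over the list alone. There were 24 lower and 0 higher at an unadjusted p under 0.05, and DESeq2 called 13 lower.
Of the other pathways drawn in Fig. 5E, glycolysis genes were lower as a group. Of 29 tested, 23 had a negative log2 fold change, with a median of -0.30 (camera, adjusted p = 1.3e-06, and adjusted p = 0.44 with an estimated correlation). PGK1 had a log2 fold change of -0.64 and ENO1 of -0.52. Over all genes 0 passed by edgeR, and 1 was higher and 16 lower when adjusted over the list alone. Without adjustment 1 was higher and 19 lower at a p under 0.05, and DESeq2 called 12 lower.
Core circadian clock genes were higher as a group, with 15 of 20 positive and a median log2 fold change of 0.23 (camera, adjusted p = 0.0076, and adjusted p = 0.44 with an estimated correlation). The REV-ERB gene NR1D1 had a log2 fold change of 1.06 and DBP of 1.09, and each overlaps an opposite-strand gene, THRA and SPHK2. Over all genes 0 passed by edgeR, and 6 were higher and 3 lower when adjusted over the list alone. Of the clock genes 7 were higher and 3 lower at an unadjusted p under 0.05, and DESeq2 called 6 higher and 1 lower. With fgsea the adjusted p of the clock genes was 0.097.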

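Genes of mitosis were lower as a group with HJ-4. Of 65 tested G2/M genes, 47 had a negative log2 fold change, with a median of -0.14 (camera, adjusted p = 0.00051, and adjusted p = 0.48 with an estimated correlation). MKI67, the gene of the proliferation marker Ki-67, was at 172 and 247 CPM in the DMSO libraries and at 91.5 and 90.1 CPM in the HJ-4 libraries (log2 fold change -1.20, standard error 0.18, adjusted p = 0.12 from edgeR's quasi-likelihood test). The kinetochore gene SPC25 had a log2 fold change of -0.92 and the mitotic kinase gene AURKB of -0.46. Over all genes 0 passed by edgeR, and 3 were lower when adjusted over the list alone. At an unadjusted p under 0.05, 2 were higher and 14 lower, and DESeq2 called 6 lower. Without DMSO replicate 2 the adjusted p of the G2/M genes was 0.86 and their median -0.04, and without DMSO replicate 1 their median was -0.26.
Cytosolic heat shock genes, whose protein folding terms are drawn in Fig. 5G, did not pass as a group (37 tested, 20 negative, median log2 fold change -0.07, camera adjusted p = 0.063). The co-chaperone gene DNAJB1 had a log2 fold change of -1.07 and HSPA2 of -1.77 (adjusted p = 0.079 for both from edgeR). None passed over all genes by edgeR, and 4 were lower when adjusted over the list alone. At an unadjusted p under 0.05, 1 was higher and 8 lower, and DESeq2 called 4 lower. The heat shock genes passed with DESeq2 statistics and with limma-voom (adjusted p = 0.00046 and 0.049). They also passed with GC content and length trends removed (adjusted p = 0.040). They did not pass with an estimated correlation (adjusted p = 0.48), fry (0.10), fgsea (0.12) or a mean of at least 5 CPM (0.20). Their median was -0.09 without DMSO replicate 1 and -0.11 without HJ-4 replicate 1. It was -0.04 without DMSO replicate 2 or HJ-4 replicate 2.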

At the protein level, Western blot analysis confirmed a dose-dependent upregulation of p53, PUMA, and BAX, along with the activation of cleaved caspase-3 and cleaved PARP (Fig. 6A). Meanwhile, HJ-4 significantly downregulated the expression of the anti-apoptotic protein BCL-2, as well as β-catenin—a key marker of the Wnt/β-catenin signaling pathway—and its downstream target, Cyclin D1 (Figs. S5 and S6). Quantitative analysis (Fig. 6B) further demonstrated that increasing concentrations of HJ-4 led to a progressive activation of apoptotic markers and suppression of survival pathways. Immunofluorescence analysis additionally confirmed the upregulation of p53 and BAX in HJ-4-treated cells (Fig. 6C). Notably, 8 µM HJ-4 induced a level of p53 activation comparable to that of 32 µM piperine, while higher concentrations (16 µM and 32 µM) elicited markedly stronger effects (Fig. 6D). To monitor the apoptotic process in real time, live-cell staining with YO-PRO-1 and PI was performed. HJ-4 induced a dose-dependent increase in YO-PRO-1 (green, early apoptosis) and PI (red, late apoptosis) fluorescence signals, indicating its potent ability to trigger apoptotic cell death (Fig. 6E). Quantitative analysis confirmed that, at equivalent concentrations, HJ-4 exhibited significantly greater pro-apoptotic activity than piperine (Fig. 6F). These findings suggest that HJ-4 exerts its anti-tumor effects by activating the p53-mediated apoptotic pathway and inhibiting oncogenic signaling, highlighting its potential as a targeted therapeutic agent for colorectal cancer.

**Fig. 6:**
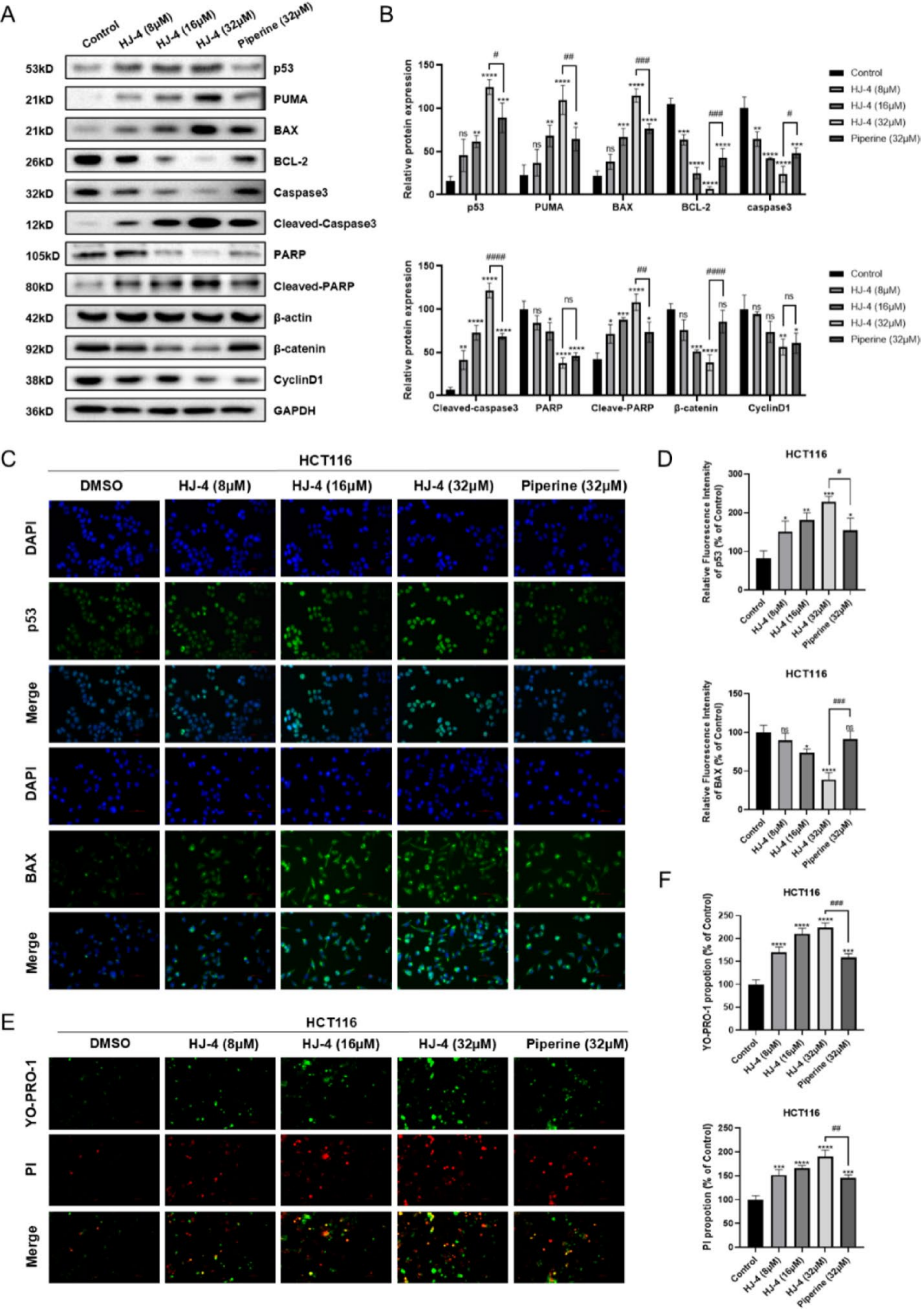
HJ-4 induces apoptosis through p53 pathway activation in HCT116 cells. (**A**) Western blot analysis of apoptosis-related proteins (p53, PUMA, BAX, BCL-2, cleaved caspase-3, and cleaved PARP) and Wnt/β-catenin signaling proteins (β-catenin and Cyclin D1) in cells treated with HJ-4 (8 µM, 16 µM, and 32 µM) or piperine (32 µM). β-actin was used as a loading control. (**B**) Quantification of protein expression changes. HJ-4 induced a dose-dependent upregulation of pro-apoptotic markers and downregulation of BCL-2, β-catenin, and Cyclin D1. (**C**–**D**) Immunofluorescence analysis of p53 and BAX expression. Nuclei were stained with DAPI. Representative images show increased expression of p53 and BAX following HJ-4 treatment. At 32 µM, HJ-4 exhibited a notably stronger effect than piperine. (**E**–**F**) Live-cell staining using YO-PRO-1 (green, early apoptosis) and PI (red, late apoptosis). Merged images reveal dose-dependent apoptosis induced by HJ-4. Scale bar = 100 μm. Data are presented as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001, ####*p* < 0.0001.

## Discussion

This study systematically evaluated the antitumor activity and mechanism of action of HJ-4, a novel piperine derivative in colorectal cancer. The results showed that HJ-4 exhibited good tumor selectivity and multi-target intervention ability, significantly inhibiting the proliferation, migration, invasion, angiogenesis, and growth of colorectal cancer cells, demonstrating a high potential for clinical translation.

HJ-4 exhibits excellent target specificity, demonstrating significantly stronger cytotoxicity than its parent compound, piperine, in the HCT116 cell model, with a 2.6-fold increase in potency. Notably, while HJ-4 effectively eliminates cancer cells, it shows minimal toxicity toward normal human renal epithelial cells, indicating a favorable safety profile. In addition to its selective cytotoxicity, HJ-4 displays multi-faceted anti-tumor activities. In vitro studies revealed that it not only markedly inhibits the proliferation of colorectal cancer cells but also effectively suppresses their adhesion, migration, and invasion, highlighting its potent anti-proliferative and anti-invasive properties^19^. More importantly, in vivo experiments have demonstrated that HJ-4 exerts a dual inhibitory effect by suppressing angiogenesis within tumor tissues and significantly blocking tumor growth^20^. This mechanism simultaneously targets both the tumor and its microenvironment, aligning with current anti-angiogenic strategies and offering promising potential for synergistic therapeutic outcomes.

In mechanistic studies, transcriptomic analysis revealed that HJ-4 simultaneously regulates both p53-dependent and independent pathways, including the inhibition of E2F_TARGETS and Wnt/β-catenin signaling pathways^21–23^. Further molecular biology experiments demonstrated that HJ-4 exerts its core antitumor activity by activating the p53-mediated apoptotic pathway^24^ characterized by the upregulation of pro-apoptotic proteins such as PUMA^25^ and BAX^26^ and the downregulation of anti-apoptotic factors like BCL-2^27^, ultimately leading to the activation of the caspase cascade. In parallel, the observed inhibition of cell proliferation and the downregulation of β-catenin and Cyclin D1 further support the inhibitory effect of HJ-4 on the Wnt/β-catenin signaling pathway. This multi-targeted mechanism provides a promising strategy to overcome tumor heterogeneity.

The clarity of the molecular mechanisms of HJ-4, along with its significant antitumor activity both in vitro and in vivo, lays a solid foundation for its preclinical translation and widespread application in malignant tumors such as colorectal cancer. However, several key issues still need to be explored, including elucidating its pharmacokinetic properties in vivo, establishing a safe dose range through preclinical toxicity studies, expanding its efficacy evaluation in p53 wild-type and mutant tumors, and exploring combination therapy^28^ strategies with existing treatments.

In summary, HJ-4, as an anticancer candidate drug derived from the structural optimization of piperine, shows significant advantages in multi-target antitumor effects and represents an important advance in the development of drugs for colorectal cancer. This study systematically elucidated its mechanism of action and in vitro and in vivo activity, laying a solid foundation for its preclinical research and future application in solid tumors such as colorectal cancer.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The data discussed in this article have been deposited in the Gene Expression Omnibus (GEO) database at NCBI (Edgar et al., 2002) and are accessible through GEO Series Accession Number GSE282967 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE282967).

# Supplementary material for: HJ-4, a novel piperine derivative, inhibits tumor growth and angiogenesis via p53 activation and oncogenic pathway inhibition in colorectal cancer models
**Source:** Sci Rep. 2025 Sep 29;15:33541. doi: 10.1038/s41598-025-18290-6
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary Information for**

**HJ-4, a Novel Piperine Derivative, Inhibits Tumor Growth and Angiogenesis via p53 Activation and Oncogenic Pathway Inhibition in Colorectal Cancer Models**

Luyao Zhang^1#^, Shunfang Liu^2#^, Dan Wang^1#^, Xingyu Zhang^1#^, Zhongke Hu^1^, Xun Zou ^1^, Xiuming Li^1^, Xiujun Wang^1^, Dandan Xu^1*^, Wei Liu^3*^, Bin Liu^1*^

# These authors contributed equally

* [Corresponding author](javascript:;)s

**Contents**

1. Figure S1. ^1^H NMR spectra of HJ-4
2. Figure S2. ^13^C NMR spectra of HJ-4
3. Figure S3. HRMS spectra of HJ-4
4. Figure S4. HPLC spectra of HJ-4
5. Figure S5. Original uncropped image of western blot analysis (β-actin, p53, PUMA, BAX, BCL-2, caspase3)
6. Figure S6. Original uncropped image of western blot analysis (Cleaved-caspase3, PARP, cleaved-PARP, GAPDH, β-catenin, CyclinD1)

**
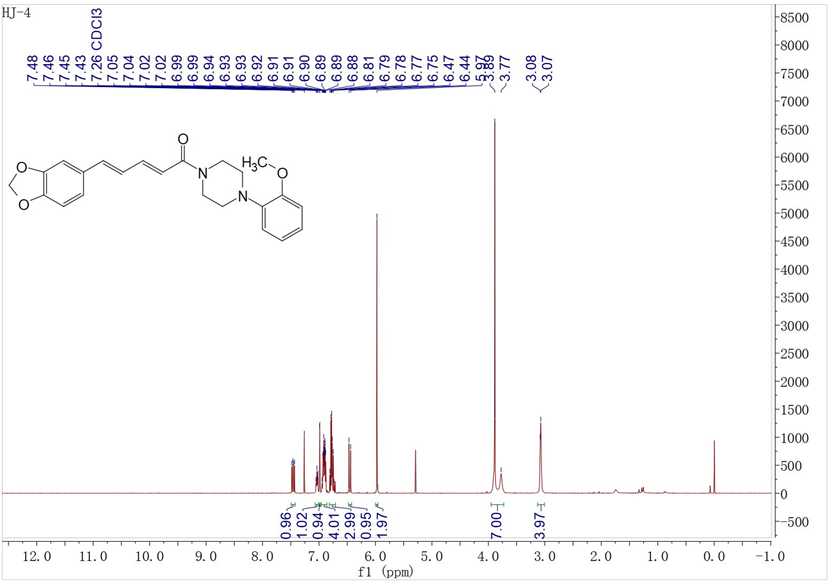
**

Figure S1. ^1^H NMR spectra of HJ-4.

^1^H NMR (500 MHz, CDCl_3_), δ 7.46 (dd, *J* = 14.6, 9.9 Hz, 1H), 7.07–7.00 (m, 1H), 6.99 (d, *J* = 1.6 Hz, 1H), 6.96–6.86 (m, 4H), 6.80–6.71 (m, 3H), 6.45 (d, *J* = 14.6 Hz, 1H), 5.97 (s, 2H), 3.89–3.77 (m, 7H), 3.10–3.04 (m, 4H).

**
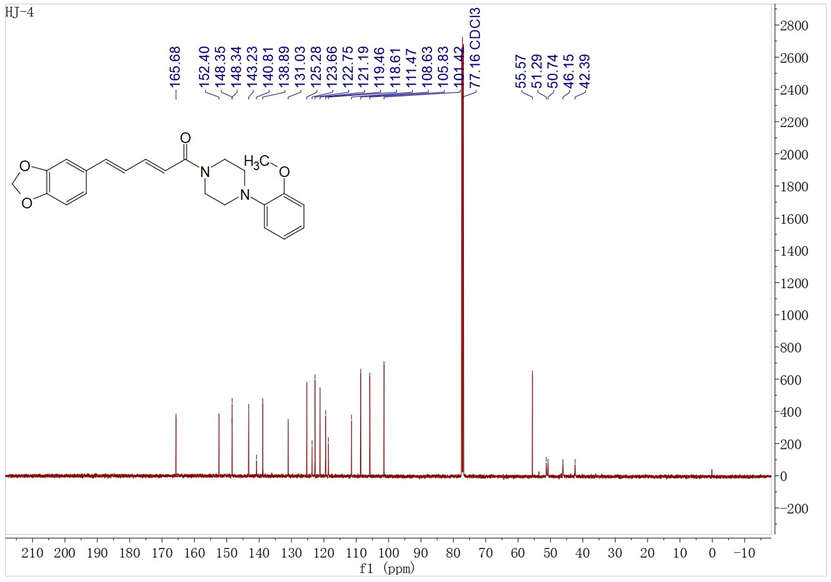
**

Figure S2. ^13^C NMR spectra of HJ-4.

^13^C NMR (126 MHz, CDCl_3_), δ 165.7, 152.4, 148.4, 148.3, 143.2, 140.8, 138.9, 131.0, 125.3, 123.7, 122.7, 121.2, 119.5, 118.6, 111.5, 108.6, 105.8, 101.4, 55.6, 51.3, 50.7, 46.2, 42.4.

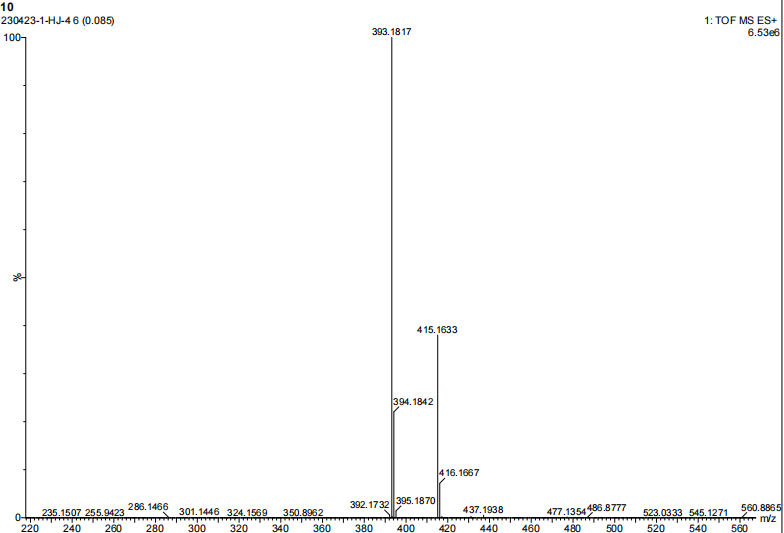

Figure S3. HRMS spectra of HJ-4.

HRMS *m/z*: [M+H]^+^ calcd for C_23_H_25_N_2_O_4_: 393.1809, found 393.1817.

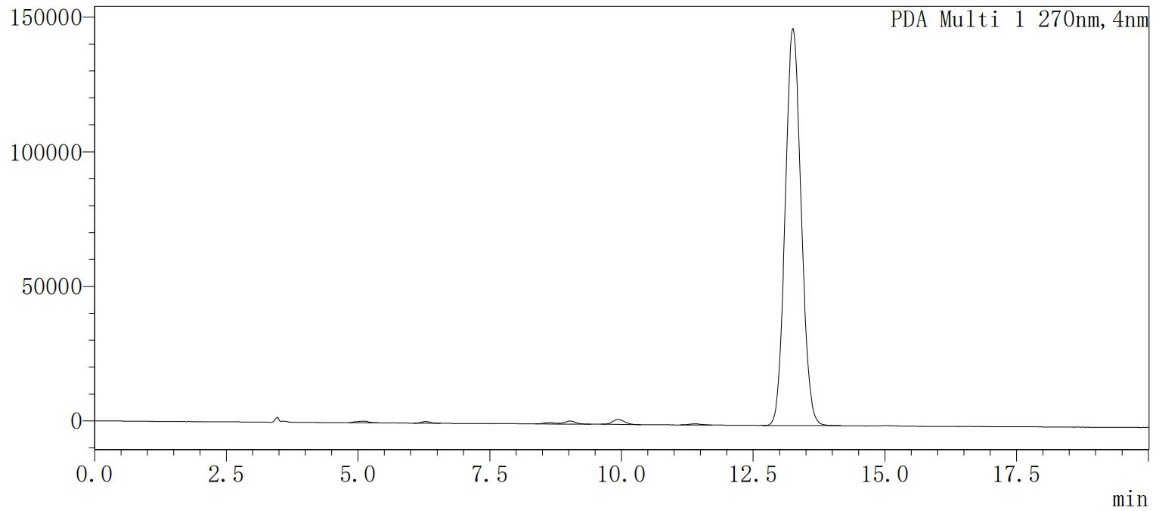

Figure S4. HPLC spectra of HJ-4.

HJ-4 was 97.5% pure analyzed by Shimadzu LC20AD high performance liquid chromatography (HPLC) coupled with a diode array detector (DAD) and the Inertsil ODS-3 column (EC-C18, 4.6 mm × 250 mm, 5 μm) with the eluent 77% CH_3_OH in pure water. The analysis process lasted for 20 min with a flow rate of 1.0 mL/min.

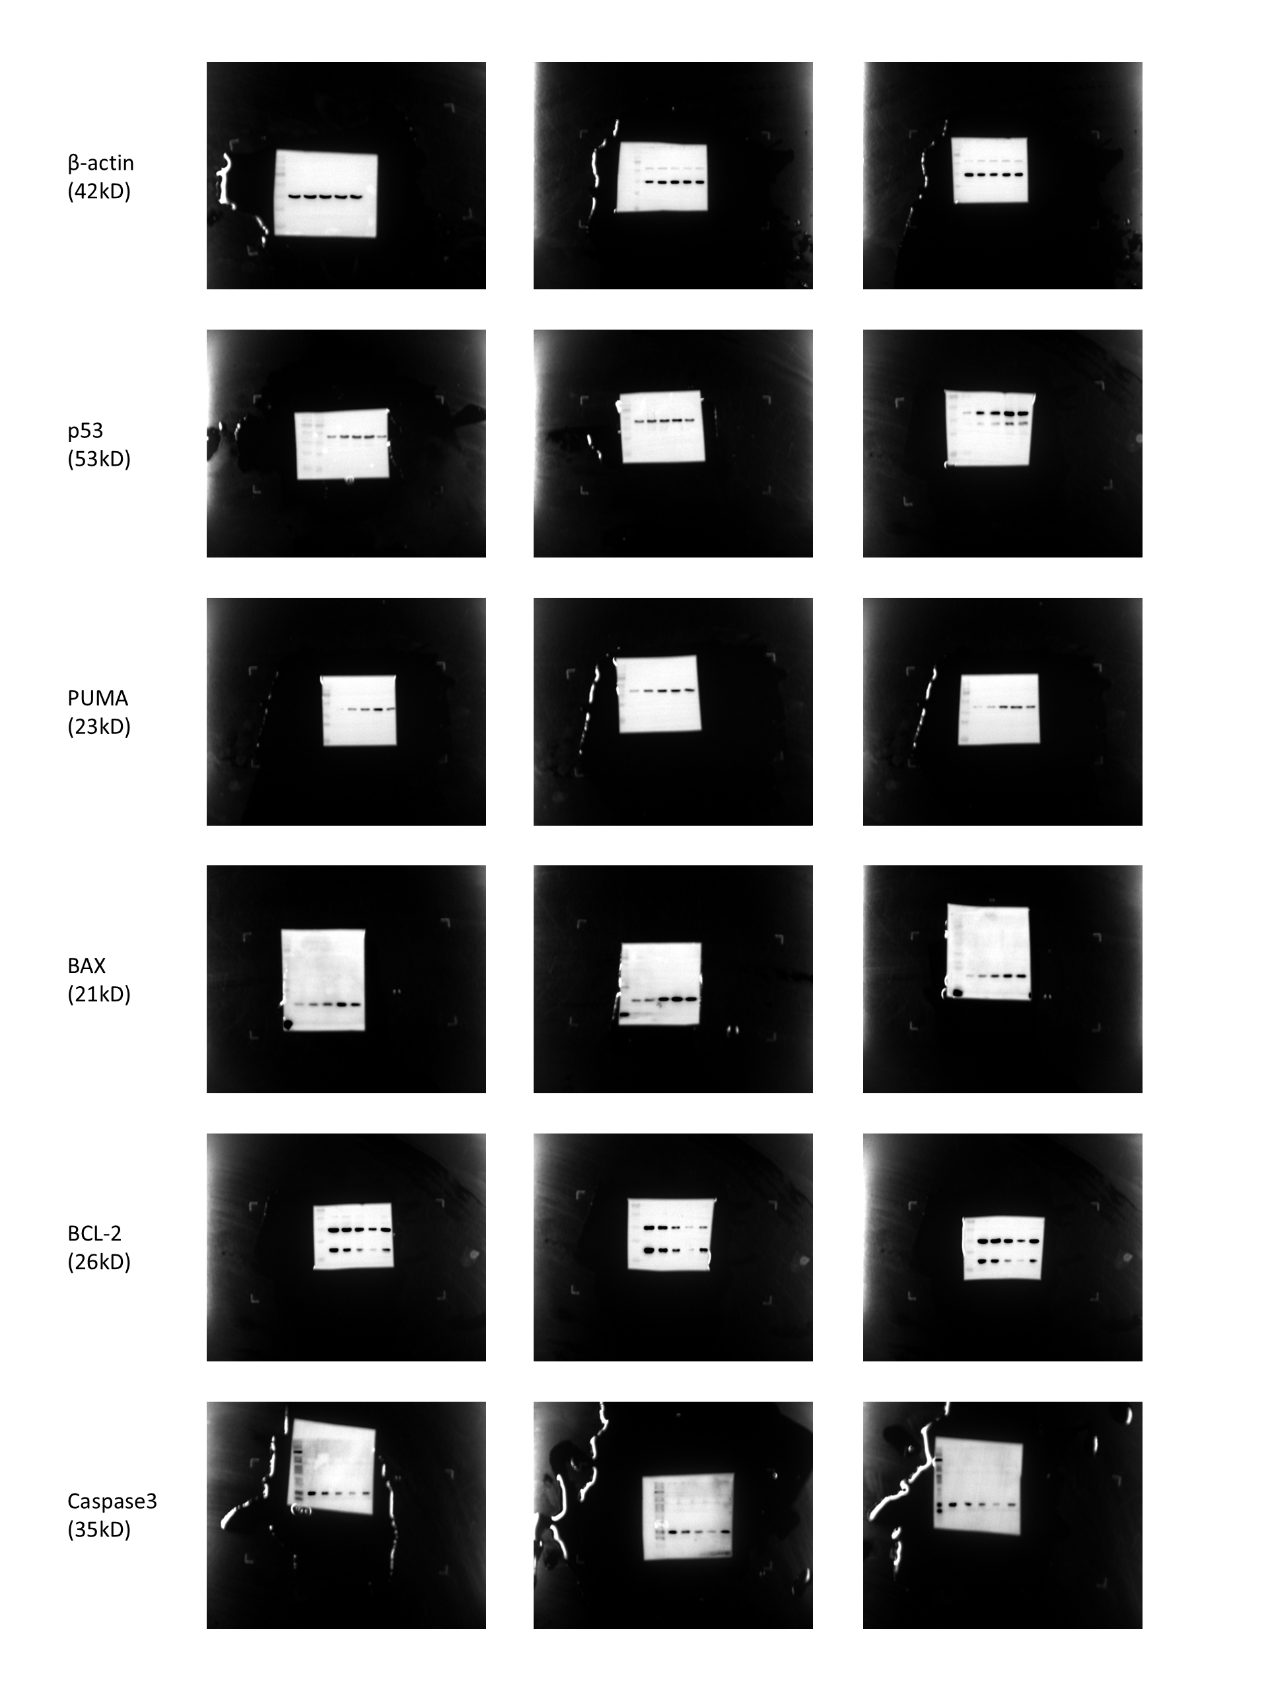

Figure S5. Original uncropped image of western blot analysis (β-actin, p53, PUMA, BAX, BCL-2, caspase3).

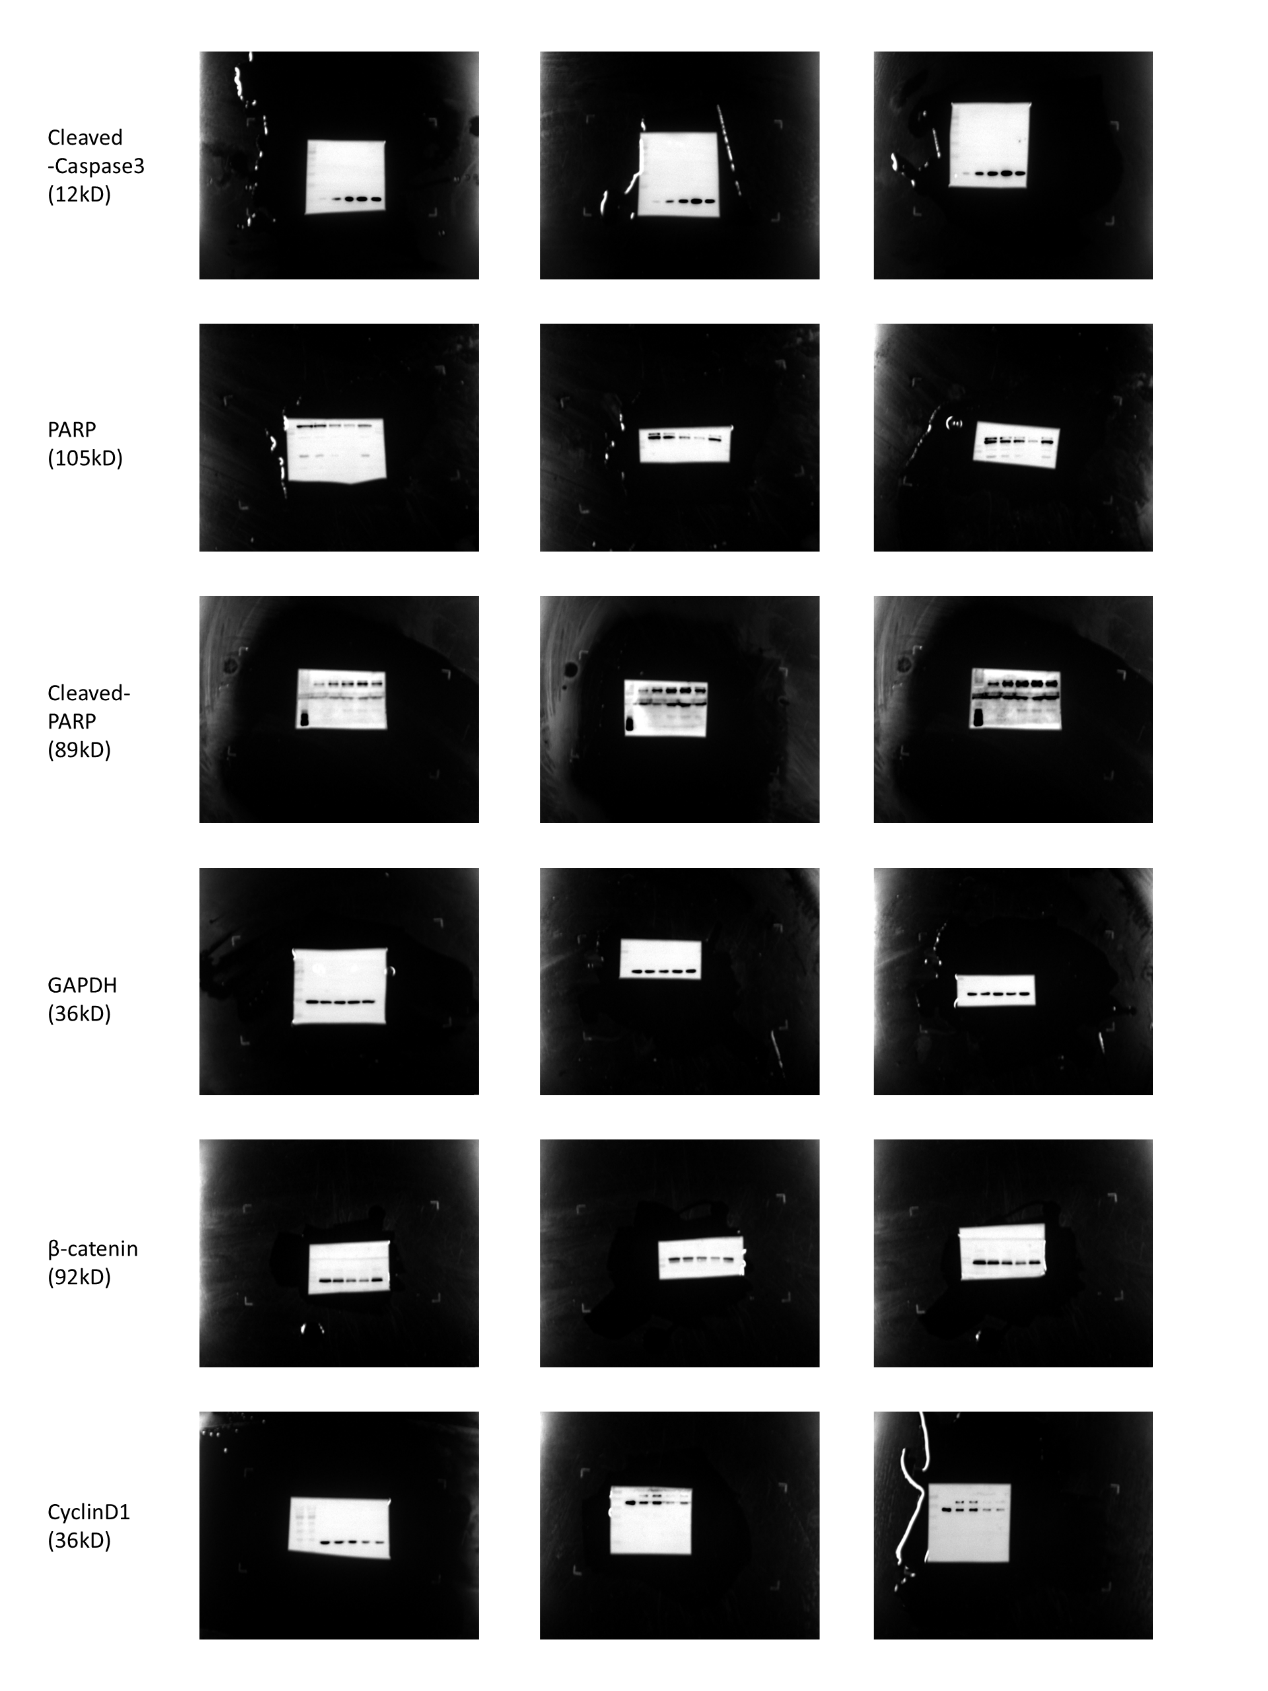

Figure S6. Original uncropped image of western blot analysis (Cleaved-caspase3, PARP, cleaved-PARP, GAPDH, β-catenin, CyclinD1).

.

How the deposited data were processed for this re-analysis (not part of the article)

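RNA sequencing of HCT116 cells was analysed in 4 libraries, 2 from cells treated with DMSO and 2 from cells treated with 32 µM HJ-4 for 24 h, as the paper's methods and the sample labels give the dose. The authors deposited raw counts, whole numbers of reads per gene, in a single table of 20263 Ensembl gene IDs with a column per library. The paper's methods describe FastQC, Trimmomatic, STAR alignment to GRCh38, featureCounts and TPM normalization; the submitters' processing notes name FastQC, Trimmomatic, HISAT2, bedtools and RSEM, without versions. Which counter, annotation and strand setting made the table is not given in the sources used here, and the deposited counts carry no normalization. A counter that shares, splits or drops reads of overlapping or near-identical genes moves the counts of those genes.

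Columns were matched to samples by the library names in the sample labels. Gene symbols, coordinates, overlaps and transcript features were taken from GENCODE version 44 on GRCh38, which may not be the annotation the authors used; 20148 of the 20263 IDs matched, and the 115 unmatched IDs hold at most 0.053% of the counts of a library. The libraries held 29769568 to 34359889 counts, with the 10 most abundant genes taking 9.65% to 10.6% and the mitochondrially encoded genes 6.01% to 7.73%.

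From the counts, genes were kept by filterByExpr in edgeR 4.0.16 (14044 genes), scaled by TMM and tested with glmQLFit and glmQLFTest in R 4.3.3, with condition as the only term and Benjamini-Hochberg adjustment over the genes tested. The common biological coefficient of variation was 0.157. The paper names limma for its test; edgeR was used because the deposited values are counts. Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, correlation preset at 0.01), adjusted over the 34 of 36 lists with at least 5 genes tested. With an estimated correlation, none of the 34 lists passed (smallest adjusted p = 0.327), and 19 passed with the preset one. The version with an estimated correlation has only the residual degrees of freedom of 4 libraries in 2 conditions. These are so few that a pass was unlikely for any list. Its failures therefore do not show that correlation between genes explains the shifts. The median log2 fold change of all genes was 0.00.

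The gene lists, the thresholds, the alternatives and the rule for the genes to be named were written before the data were examined. Named genes are those the paper's text names for the RNA result, the genes of the proteins in Fig. 6, the genes marked in Fig. 5B, up to 10 rises and 10 falls of largest size among called genes with separate groups and a mean of at least 1 CPM (filled by the smallest unadjusted p where fewer were called), and up to 4 members of each list with the smallest p. The labels of Fig. 5B were read from the figure. COL28A1, PCDHB13 and KIRREL3, marked there, had at most 10 counts in each library and were not tested, and HSPA7 did not match a gene of the table. Results for some genes that the rule takes are not reported here.

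The tests were run first on simulated counts of 14044 genes with the dispersions of this comparison. edgeR recovered 75 of 100 genes planted at a log2 fold change of 1 in size and 100 of 100 planted at 2, with 18 false calls. DESeq2 recovered 88 and 100, with 42 false calls. Those rates may overstate the power in the data. There edgeR gave 214 genes at an unadjusted p under 0.05 and a fold threshold of 1, and 7 at an adjusted p under 0.05. The alternatives were a replicate block, leaving out each library, DESeq2 1.42.0 size factors, total counts, no filter and a stricter filter (mean of at least 5 CPM), DESeq2's Wald test, limma-voom, other fold thresholds, camera with an estimated correlation, fry, fgsea 1.28.0 on the log2 fold change, and p53 targets without members shared with the stress response. Robust quasi-likelihood fitting, limma on log2(TPM + 1), removal of GC content and length trends, and an estimated correlation, fry and leaving out each library for the p53 targets without shared members were added after the data were seen. The MSigDB, GO and KEGG sets of the paper were not used here. Protein, viability, migration and chorioallantoic membrane experiments have no counts here and were not analysed.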

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

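The removal of GC content and length trends was added after the data were seen; the lists were set beforehand. Several gene groups moved with HJ-4 by camera (adjusted p under 0.05 with a preset correlation, none with an estimated one), and each was marked because the paper's text does not discuss the group by name. Targets of the integrated stress response, one form of the cellular stress response that the paper names, had a median log2 fold change of 0.52. NRF2 targets, the antioxidant response, had a median of 0.20 over 29 genes (24 positive, adjusted p = 2.4e-06; 0.35 with an estimated correlation), with ABCC3 at a log2 fold change of 0.83; 9 were higher when adjusted over the list alone. Tubulin genes had a median of -0.43 over 17 genes (15 negative, adjusted p = 8.8e-06; 0.35 with an estimated correlation), with TUBB4B and TUBA1A, which may share reads with near-identical tubulin genes, at -0.87; 1 was higher and 9 lower when adjusted over the list alone. Replication-dependent histone genes had a median of 0.41 over 20 genes (16 positive, adjusted p = 9.7e-05, and 0.33 with an estimated correlation). H2BC21, one of a family of near-identical genes, had a log2 fold change of 1.57, and 2 were higher when adjusted over the list alone. The list held 108 symbols, which may include older names of the same genes, and 20 were tested. Mitochondrially encoded genes had a median of -0.25 over 13 genes, all negative (adjusted p = 0.00029; 0.48 with an estimated correlation), with MT-ND2 at -0.62; 3 were lower when adjusted over the list alone. They took 6.59% and 7.73% of the counts in DMSO replicates 1 and 2 and 6.01% and 6.41% in HJ-4 replicates 1 and 2, and without DMSO replicate 2 their median was -0.12 (adjusted p = 0.018). Hypoxia targets outside glycolysis had a median of -0.32 over 28 genes (21 negative, adjusted p = 0.00029; 0.41 with an estimated correlation), with BNIP3 at -0.82; 2 were higher and 12 lower when adjusted over the list alone. By edgeR over all genes, ATF5 alone passed among these groups, and it is marked in Fig. 5B.

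A GC content or transcript length bias between libraries was weighed as a technical explanation of the shifts of the lists. After the trends of each library on GC content and transcript length were removed, all 19 lists that had passed kept over 0.5 of their median with the same sign (0.561 to 1.24 of it), which argues against such a bias as the whole cause. The cytosolic ribosomal proteins, with a median of 0.05, were the list whose call ended (adjusted p = 0.031 before and 0.26 after); their median was 0.11 without DMSO replicate 1, and the call also ended without DMSO replicate 2 (median -0.0013, adjusted p = 0.77), HJ-4 replicate 1 (0.06, adjusted p = 0.067) or HJ-4 replicate 2 (0.03, adjusted p = 0.15). A treatment effect and a difference between the cultures of each condition stay open, since each condition has 2 libraries and no culture or batch is named.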

How the results depend on the processing

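Robust fitting, limma on log2(TPM + 1), the removal of GC content and length trends, and an estimated correlation, fry or a left-out library for the p53 targets without shared members were chosen after seeing the data; the cause of each change below was not tested. Genes past an adjusted p of 0.05 numbered 7, and 31 with the replicate block, 12 with no filter, 46 with robust fitting, 570 with DESeq2, 13 with limma on log2(TPM + 1), and 0 to 87 when a library was left out. With the fold threshold of 1.2 as well, these were 7, 28, 12, 22, 51, 13 and 0 to 57. At an unadjusted p under 0.05 with the fold threshold, 140 genes passed, and 39 with the stricter filter (fewer genes tested), 41 with limma on log2(TPM + 1), 613 at log2(1.5), 214 at a threshold of 1, and 181 to 238 when a library was left out. Of 34 gene lists, 19 passed, 0 with an estimated correlation and 2 with fry (E2F targets and NF-kB targets). With an estimated correlation the adjusted p was 0.440 for p53 targets (0.422 without shared members), 0.327 for DNA replication, 0.327 for E2F targets and 0.477 for Wnt targets; with fry it was 0.0914 for p53 targets (0.118 without shared members), 0.0731 for DNA replication and 0.125 for Wnt targets. The pro-apoptotic genes passed with DESeq2 statistics (0.00254), and leaving out a library moved the Wnt targets between 0.00346 and 0.116. The labels of DMSO and HJ-4 share replicate numbers only; the deviations of same-numbered libraries correlated at -0.043, so the numbers are not taken to pair the libraries, and the replicate block, which raised the calls from 7 to 31, is given only as an alternative. The lone library of a condition, when one is left out, is assumed to vary like the others.

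The fold changes and set test directions that turned belong to genes and lists that did not pass with all libraries, nor in the settings that turned them. Of the lists that passed, the cytosolic ribosomal proteins had a median that turned, to -0.0013 without DMSO replicate 2, where their call ended. CTNNB1 was at 0.014 with the replicate block, 0.014 with limma-voom and 0.031 with limma on log2(TPM + 1). Leaving out a library moved CTNNB1 between -0.20 and 0.23, PDGFRB between -0.58 and 0.96, CSF1R between -0.89 and 0.036 and KDR between -0.064 and 0.58. The adjusted p of lists whose direction turned was 0.714 (DESeq2) and 0.378 (fgsea) for MAPK genes, 0.275 (stricter filter), 0.903 (DESeq2) and 0.853 (limma-voom) for intestinal markers, 0.580 (no filter), 0.793 (DESeq2), 0.960 (limma-voom), 0.894 (fry) and 0.931 (GC content and length trends removed) for fibroblast markers, and 0.408 (stricter filter), 0.746 (DESeq2) and 0.853 (limma-voom) for renal and cervical line markers. Leaving out a library gave 0.361 to 0.959 for autophagy genes, 0.358 to 0.807 for intestinal markers, 0.713 to 0.925 for fibroblast markers and 0.593 to 0.925 for renal and cervical line markers. Settings for normalized values (other pseudocounts, eBayes without a trend, quantile normalization) were not run, since the table holds counts.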

Differences from the paper's values

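The paper reports 257 differentially expressed genes. At the thresholds of its methods (adjusted p under 0.05 and absolute log2 fold change over 1.2), 7 genes passed in edgeR, and none of the alternatives set before the data were examined came within 1.5 times of the paper's count (0 to 57 genes, the highest without DMSO replicate 1; 51 with DESeq2 and 9 with limma-voom). At an unadjusted p under 0.05 and the same fold threshold, as the legend of Fig. 5 can be read, 140 genes passed against the paper's 257. Leaving out a library gave 181 to 238 genes and a fold threshold of 1 gave 214, all within 1.5 times of the paper's count, whereas the replicate block (152), DESeq2 size factors (139), total counts (141), no filter (167), the stricter filter (39), DESeq2 (106), limma-voom (141) and a threshold of log2(1.5) (613) did not. The volcano plot gives about 140 higher and about 120 lower genes in Fig. 5B, read by eye; here 79 were higher and 61 lower at a fold threshold of 1.2, while the dashed fold lines of that panel stand closer to 0 than 1.2, so that the threshold behind its counts may differ. For the higher genes, no filter (99), a fold threshold of 1 (120), and leaving out DMSO replicate 1 (156) or DMSO replicate 2 (154) came within 1.5 times of the paper's count. For the lower genes, a threshold of 1 (94) and leaving out DMSO replicate 1 (82), HJ-4 replicate 1 (105) or HJ-4 replicate 2 (112) did. For the higher genes the remaining alternatives gave 30 to 87 genes, apart from 336 at log2(1.5), and for the lower genes 9 to 68, apart from 277 at log2(1.5). Fig. 5E is drawn for more genes than 257.

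The paper lists SESN2 and TERF2IP among significantly higher genes. Their adjusted p was 0.086 and 0.079 in edgeR; both passed with DESeq2, without DMSO replicate 1 and with robust fitting, added after the values were seen, and TERF2IP also with the replicate block (0.0497). GDF15, BBC3 and ZNF24, listed with them, passed in edgeR. The paper's text names these genes as DNA replication genes that are higher, while the DNA replication genes tested here had a median log2 fold change of -0.41; Fig. 5E also draws DNA replication among the lower genes. The paper describes the apoptosis pathway as activated. The pro-apoptotic genes had an adjusted p of 0.12 with camera and 0.48 with an estimated correlation. They passed with DESeq2 statistics (adjusted p = 0.0025), and their set is not the paper's. The paper describes chromatin remodelling as enriched, and the chromatin remodelling genes had an adjusted p of 0.19 with camera. The paper's directions for p53 targets, E2F targets and Wnt targets match those of the lists here.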

Other observations

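The tests of 3' UTR length and of gaps along the treatment split were chosen after the results were seen. The p53 targets without shared members were chosen beforehand as another version of that list, and what they would show for the hypothesis below, as well as their tests with an estimated correlation, with fry and without each library, was set out after the result was seen. Genes listed under cholesterol synthesis and uptake by SREBP2, ACSS2 among them, were higher as a group with HJ-4. All 40 tested had a positive log2 fold change, with a median of 0.42 (camera, adjusted p = 1.1e-13, and adjusted p = 0.33 with an estimated correlation). Whether each is specific to cholesterol or to SREBP2 was not tested. By edgeR 0 passed over all genes, 22 were higher when adjusted over the list alone, 24 at an unadjusted p under 0.05, and DESeq2 called 19. ACAT2, which overlaps SOD2 and TCP1 on the opposite strand, had a log2 fold change of 1.00 (adjusted p = 0.063 from edgeR). Of 40 NF-kB targets and inflammatory cytokine genes, 38 were positive, with a median of 0.47 (camera, adjusted p = 2.0e-13; adjusted p = 0.33 with an estimated correlation); 0 passed over all genes, 19 were higher when adjusted over the list alone, 22 at an unadjusted p under 0.05, and DESeq2 called 11. CXCL8 had a log2 fold change of 1.00 and BIRC3 of 0.60. Interferon-stimulated genes had a median of 0.19 over 46 genes (camera, adjusted p = 4.2e-05; adjusted p = 0.33 with an estimated correlation), with IFIH1, the gene of the RNA sensor MDA5, at 0.73; by edgeR 0 passed over all genes or adjusted over the list alone, 9 were higher at an unadjusted p under 0.05, and DESeq2 called 2. Adhesion, invasion and EMT genes had a median of 0.16 over 48 genes (camera, adjusted p = 0.00097, and adjusted p = 0.44 with an estimated correlation). The plasminogen activator gene PLAU was at 0.85 and the claudin gene CLDN7 at 0.59, and the median was 0.11 without HJ-4 replicate 2. By edgeR 0 passed over all genes, 11 were higher and 1 lower when adjusted over the list alone, 15 and 1 at an unadjusted p under 0.05, and 9 and 1 by DESeq2. The list pools adhesion genes with invasion and EMT genes, so its median gives no direction for invasion or EMT.

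Of genes whose proteins were measured in Fig. 6, BAX, BCL2, PARP1, CTNNB1 and CCND1 did not pass edgeR's test. The log2 fold changes were 0.32 for BAX (adjusted p = 0.32), -0.16 for BCL2 (0.67), -0.10 for PARP1 (0.53), 0.00 for CTNNB1 (0.997) and 0.07 for CCND1 (0.66). DESeq2 called none of these 5 genes. The paper reports changes of the proteins, which these values do not measure.

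In 48 genes with a mean of at least 5 CPM, the libraries parted 2 against 2 by a gap of over 1 on the log2 scale along splits that ignore the treatment, for example MAFG (214, 42.9, 52.1 and 209 CPM in DMSO replicates 1 and 2 and HJ-4 replicates 1 and 2) and KDM7A (24.1, 64.5, 22.6 and 67.0 CPM), both chosen after their values were seen, and MDM2. Reads shared with an overlapping gene are argued against as the whole cause, since 74.5% of these genes overlap another annotated gene against 59.6% to 85.1% in 10000 expression-matched draws, and 12 of 47 overlap none. A candidate explanation is a long 3' UTR counted in some libraries and not in others: the median 3' UTR length was 2568 bases, above the range of the draws (841 to 1999). Along the treatment split 33 genes had such a gap, the 7 called genes among them, against 20 and 28 along the other splits, and those outside the gene lists had a median 3' UTR of 2167 bases (draws 670 to 2177), which leaves that explanation open for them; for gaps of 0.5 to 1 the treatment split held 205 genes against 47 and 42. The 4 libraries can be parted 2 against 2 in only 3 ways, too few for the share of splits with as many genes (0.333 for both sets) to lie under 0.05; of all genes tested, 50.8% had HJ-4 libraries on one side of the DMSO libraries, where chance gives 33.3%.

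One hypothesis was that the rise of the p53 targets rests on members that ATF4 or CHOP also induce, namely BBC3, CDKN1A, GADD45A, GDF15, PMAIP1, SESN2 and TNFRSF10B. Those 7 genes had a median log2 fold change of 0.69. The other 53 p53 targets had a median of 0.18, 40 of them positive. By camera with the preset correlation, which called the rise, they passed with all libraries (adjusted p = 1.4e-05) and without each library in turn (adjusted p = 1.6e-05 to 0.0017, medians 0.18 to 0.30), which argues against the shared members as the whole cause of that call. With an estimated correlation or fry neither they (adjusted p = 0.42 and 0.12) nor all 60 p53 targets (0.44 and 0.091) passed, so these do not bear on the shared members.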
